# 661W Photoreceptor Cell Line as a Cell Model for Studying Retinal Ciliopathies

**DOI:** 10.3389/fgene.2019.00308

**Published:** 2019-04-05

**Authors:** Gabrielle Wheway, Liliya Nazlamova, Dann Turner, Stephen Cross

**Keywords:** retina, photoreceptor, cilia, ciliopathy, cell model, retinitis pigmentosa

## Abstract

The retina contains several ciliated cell types, including the retinal pigment epithelium (RPE) and photoreceptor cells. The photoreceptor cilium is one of the most highly modified sensory cilia in the human body. The outer segment of the photoreceptor is a highly elaborate primary cilium, containing stacks or folds of membrane where the photopigment molecules are located. Perhaps unsurprisingly, defects in cilia often lead to retinal phenotypes, either as part of syndromic conditions involving other organs, or in isolation in the so-called retinal ciliopathies. The study of retinal ciliopathies has been limited by a lack of retinal cell lines. RPE1 retinal pigment epithelial cell line is commonly used in such studies, but the existence of a photoreceptor cell line has largely been neglected in the retinal ciliopathy field. 661W cone photoreceptor cells, derived from mouse, have been widely used as a model for studying macular degeneration, but not described as a model for studying retinal ciliopathies such as retinitis pigmentosa. Here, we characterize the 661W cell line as a model for studying retinal ciliopathies. We fully characterize the expression profile of these cells, using whole transcriptome RNA sequencing, and provide this data on Gene Expression Omnibus for the advantage of the scientific community. We show that these cells express the majority of markers of cone cell origin. Using immunostaining and confocal microscopy, alongside scanning electron microscopy, we show that these cells grow long primary cilia, reminiscent of photoreceptor outer segments, and localize many cilium proteins to the axoneme, membrane and transition zone. We show that siRNA knockdown of cilia genes Ift88 results in loss of cilia, and that this can be assayed by high-throughput screening. We present evidence that the 661W cell line is a useful cell model for studying retinal ciliopathies.

## Introduction

The sensory primary cilium is an important non-motile cellular organelle, responsible for detecting changes in the extracellular environment and transducing signals to allow the cell to respond accordingly. The retina contains several ciliated cell types, including the retinal pigment epithelium (RPE) and photoreceptor cells. There are two types of photoreceptors; rods and cones, which differ in their shape and the photopigment they contain. Both cell types contain an inner segment, where the nuclei and other organelles are located. Extending from the apical surface of this inner segment is the connecting cilium, which contains a proximal region analogous to the transition zone of primary cilia on other cell types, and a distal region which is unique to the photoreceptor connecting cilia (Dharmat et al., 2018). At the end of the connecting cilium is a huge elaboration of stacks of membrane where the photopigment molecules are located; termed the outer segment (Sjöstrand, 1953). Rods have a long, thin rod-like outer segment containing rhodopsin (Wheway et al., 2014), and cones have a shorter conical outer segment containing opsins which absorb different wavelengths to allow color vision (Figure 1). Cone outer segments are often described as having folds of membrane continuous with the plasma membrane rather than disks separate from the plasma membrane but this is only true in lower vertebrates (Pearring et al., 2013; May-Simera et al., 2017).

**FIGURE 1:**
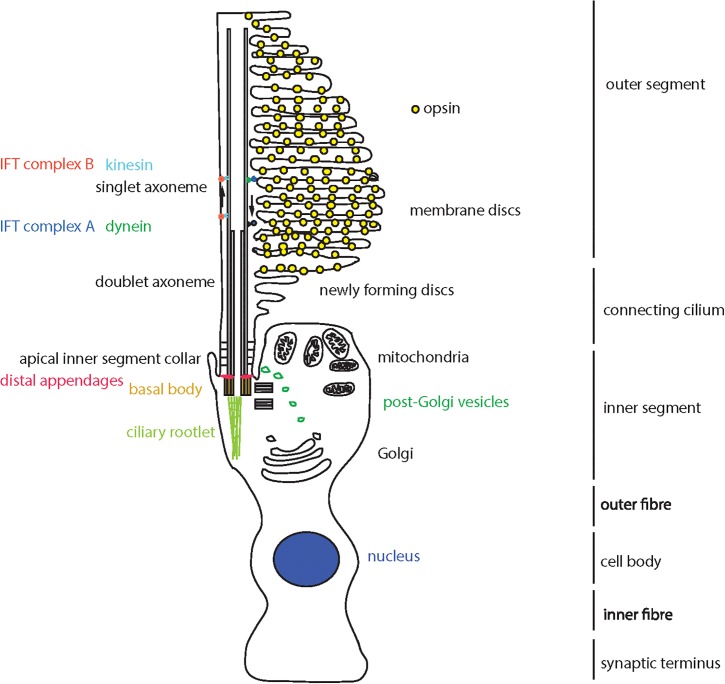
Schematic representation of a cone photoreceptor cell and localization of ciliary proteins. The schematic represents the cone photoreceptor cell outer segment, connecting cilium, inner segment, outer fiber, cell body, inner fiber and synaptic terminus. A number of key components of the ciliary apparatus are color coded and indicated. The IFT complex A (blue) and complex B (red) are represented in the magnified inset.

Proteins are moved from the site of production, in the inner segment, to the site of light absorption, in the outer segment, along the connecting cilium via a process known as intraflagellar transport (IFT; Ishikawa and Marshall, 2017). The connecting cilium consists of an axoneme of nine microtubule doublets nucleated at the base by a triplet microtubule structure named the basal body. This structure is derived from the mother centriole, at the apical surface of the inner segment. The axoneme extends into the outer segment, converting to singlet microtubules toward the distal end, often reaching near the distal tip of the cone outer segment and at least half-way along the rod outer segment (Roof et al., 1991). The proximal region of the axoneme is stabilized by posttranslational modifications such as glutamylation and acetylation, and is turned over at the distal end as membranes are replaced at the distal end of the outer segment, particularly in cones (Eckmiller, 1996).

Collectively, the connecting cilium and outer segment are termed the photoreceptor cilium, and this is the most highly modified and specialized sensory cilium in the human body (Wheway et al., 2014).

Perhaps unsurprisingly, defects in cilia often lead to retinal phenotypes, either as part of syndromic conditions involving other organs, or in isolation in the so-called retinal ciliopathies (Bujakowska et al., 2017). Non-syndromic retinal ciliopathies include several genetic subtypes of retinitis pigmentosa (RP), Leber Congenital Amaurosis (LCA) and cone-rod dystrophy (CORD).

Retinitis pigmentosa is the most common cause of inherited blindness, affecting up to 1:2000 people worldwide (Golovleva et al., 2010; Sharon and Banin, 2015), and is characterized by night blindness and loss of peripheral vision due to degeneration of rod photoreceptor cells, often progressing to loss of central high acuity vision as cone receptors are also affected (Verbakel et al., 2018). It is normally diagnosed in the third or fourth decade of life, although age of onset and severity vary widely. It can occur in isolation, or as part of syndromes such as Usher syndrome, Bardet Biedl syndrome and Joubert syndrome. The condition is extremely genetically heterogeneous, with 64 genes identified as causes of non-syndromic RP, and more than 50 genes associated with syndromic RP (RetNet^1^) and can be inherited in an autosomal dominant, autosomal recessive, or X-linked manner.

Of the genetic causes of X-linked non-syndromic RP, OFD1, RP2 and RPGR encode cilia proteins. Within autosomal dominant non-syndromic RP (ADRP), RP1 and TOPORS (RP31) encode known cilia proteins. At least 13 genetic causes of autosomal recessive non-syndromic RP (ARRP) encode cilia proteins, including FAM161A (RP28), TTC8 (RP51), C2orf71 (RP54), ARL6 (RP55), MAK (RP62), NEK2 (RP67), BBS2 (RP74), IFT140 (RP80), ARL2BP, RP1L1, C8orf37, CC2D2A and IFT172.

Leber congenital amaurosis is the most common genetic cause of childhood blindness, with an estimated worldwide incidence between 1:33,000 (Alstrom, 1957) and 1:81,000 live births (Stone, 2007). It accounts for 20% of eye disease in children attending schools for the blind (Schappert-kimmijser et al., 1959). Patients with LCA are born with severe visual impairment which is normally diagnosed within a few months of birth by greatly reduced or non-recordable electroretinogram results. Alongside poor vision is nystagmus (involuntary movement of the eyes) and slow to no pupillary response. Although born with already poor eyesight, some patients with LCA undergo further deterioration of vision in adult life, with retinal pigmentary changes often occurring later in life (Heher et al., 1992). It can occur in isolation, or as part of syndromes such as Senior-Loken syndrome. LCA is also genetically heterogeneous, with 13 known genes associated with autosomal recessive LCA, and one gene associated with autosomal dominant LCA (RetNet see footnote 1).

Five genetic subtypes of LCA are known retinal ciliopathies. *LCA5* encodes lebercilin, a ciliary transport protein (den Hollander et al., 2007), *LCA6* encodes RPGRIP1, a ciliary transition zone protein (Dryja et al., 2001), *LCA10* encodes CEP290, a transition zone protein which is also mutated in numerous syndromic ciliopathies (den Hollander et al., 2006) and *LCA15* encodes IQCB1/NPHP5 which interacts with CEP290, localizes to the transition zone and is required for outer segment formation (Estrada-Cuzcano et al., 2010; Ronquillo et al., 2016). All of these proteins localize to the connecting cilium of photoreceptor cells. CLUAP1 (IFT38) is also a cause of LCA (Soens et al., 2016), and plays a central role in photoreceptor ciliogenesis (Lee et al., 2014).

Cone-rod dystrophies (CRD) are rare degenerative conditions with an estimated incidence of 1:40,000 (Hamel et al., 2000). The condition is characterized by loss of cone photoreceptors, leading to loss of central, high acuity vision, disruption of color vision (dyschromatopsia) and photophobia, sometimes followed by degeneration of rod photoreceptors, causing night blindness and tunnel vision. It is normally diagnosed in the first decade of life (Hamel, 2007). It can occur as an isolated condition or as part of the syndromic ciliopathy Alström syndrome (Hearn et al., 2002; Collin et al., 2012). CRDs are also genetically heterogeneous, with 16 autosomal recessive and five autosomal dominant genes having been identified as causing CRD (see footnote 1). Of these, at least seven encode cilia proteins (RAB28 (CORD18), C8orf37 (CORD16), CEP78, POC1B, IFT81, RPGRIP1, and TTLL5).

In total, at least 30 cilia genes have been identified as genetic causes of non-syndromic retinal dystrophies, and this number continues to grow. New ciliary causes of retinal dystrophies continue to be discovered, and new links are made between cilia and retinal conditions not previously considered to be retinal ciliopathies. For example, a recent whole genome siRNA knockdown screen in a ciliated cell line identified PRPF6, PRPF8 and PRPF31, known causes of RP, as cilia proteins (Wheway et al., 2015), offering new perspectives on a poorly understood form of RP.

Clearly, the cilium is of central importance to retinal development and function, with defects in large numbers of cilia proteins leading to various inherited retinal dystrophies. Retinal dystrophies remain extremely difficult to treat, with very few, if any, treatment options for the vast majority of patients, with the exception of RPE65, CEP290, and GUY2D gene therapy in LCA (DiCarlo et al., 2018). In order for this situation to improve, better understanding of the cell biology and molecular genetics of retinal dystrophies, including retinal ciliopathies, is required.

This requires robust, easily genetically manipulated cell models of retinal cells. ARPE19 (ATCC CRL-2302; Dunn et al., 1996), a spontaneously arising male retinal pigment epithelial cell line, and hTERT RPE-1 (ATCC CRL-4000) an hTERT immortalized female retinal pigment epithelial cell line are routinely used in molecular biology studies of retinal ciliopathies, owing to their retinal origin and ability to ciliate upon serum starvation and during late G1 (Spalluto et al., 2013). However, these cells are morphologically and functionally different from photoreceptors, and a dedicated photoreceptor cell line would be of enormous value in this area. Induced pluripotent stem cells (iPSCs) can be reliably differentiated into retinal photoreceptor cells following a 60-day differentiation protocol (Mellough et al., 2012). However, rapid loss of cells committed to a photoreceptor fate (CRX^+^/OPSIN^+^/RHODOPSIN^+^) is seen over days 45–60. The same phenomenon is observed in retinal progenitor cells from mice (Mansergh et al., 2010).

As an alternative to this, optic cups derived from mouse embryonic stem cells (Eiraku et al., 2011), human embryonic stem cells (Nakano et al., 2012) and human iPSCs (Meyer et al., 2011; Reichman et al., 2014) have become popular 3D models for retinal research. These take just 14–18 days to differentiate, and self-assemble in non-adherent culture. The resultant structures are homologous to embryonic retinal cups seen in vertebrate eye development, and include photoreceptors, but are not ideal models of mature retina. These also present problems associated with epigenetic effects, and the spheroid nature of optic cups which prevents access to the center of these organoids for testing or analysis. Attempts to grow and differentiate ESCs and retinal progenitor cells into retinal sheets in custom matrices have been successful, but showed poor lamination (Worthington et al., 2016; Singh et al., 2018).

661W is an immortalized cone photoreceptor cell line derived from the retinal tumor of a mouse expressing SV40 T antigen (Tan et al., 2004). These cells have largely been used as a cell model for studying photo-oxidative stress and apoptosis, but not for studying inherited retinal dystrophies.

Here, we characterize the 661W cell line as a model for studying retinal ciliopathies.

## Materials and Methods

### Cell Culture

661W cells (Tan et al., 2004) were the kind gift of Prof Muayyad Al-Ubaidi, University of Houston. Cells were cultured in DMEM high glucose + 10% FCS at 37°C, 5% CO_2_, and split at a ratio of 1:5 once per week. hTERT-RPE1 cells (ATCC CRL-4000) were cultured in DMEM/F12 (50:50 mix) + 10% FCS at 37°C, 5% CO_2_, and split at a ratio of 1:8 once per week.

### Immunocytochemistry

Cells were seeded at 1 × 10^5^ per mL on sterile glass coverslips in complete media, and after 48 h media was changed to serum-free media, and cells grown for a further 72 h. Cells were rinsed in warm Dulbecco’s phosphate buffered saline (DPBS) and fixed in ice-cold methanol at –20°C for 5 min. Cells were then immediately washed with PBS, and incubated with blocking solution (1% w/v non-fat milk powder/PBS) for 15 min at room temperature. Coverslips were inverted onto primary antibodies in blocking solution in a humidity chamber and incubated at 4°C overnight. After three washes with PBS, cells were incubated with secondary antibodies and DAPI for 1 h at room temperature in the dark. After three PBS washes and one dH_2_O wash, cells were mounted onto slides with Mowiol.

### Antibodies

#### Primary Antibodies for IF

Mouse anti Polyglutamylated tubulin (GT335) 1:1000.
Adipogen Life Sciences AG-20B-0020.
Rabbit anti Gamma-tubulin 1:500. Abcam ab11317.
Rabbit anti Arl13b 1:500. Proteintech 17711-1-AP.
Rabbit anti Ift88 1:500. Proteintech 13967-1-AP.
Rabbit anti Rpgrip1l 1:100. Proteintech 55160-1-AP.
Mouse anti Cep164 1:100. Santa Cruz sc-515403.

#### Secondary Antibodies for IF

Goat anti rabbit IgG AlexaFluor 488 1:1000.
Goat anti mouse IgG AlexaFluor 568 1:1000.
Donkey anti mouse IgG AlexaFluor 488 1:500.
Donkey anti rabbit IgG AlexaFluor 568 1:500.

#### Primary Antibodies for WB

Mouse anti beta actin clone AC-15. 1:4000. Sigma-Aldrich A1978.
Rabbit anti Ift88 1:500. Proteintech 13967-1-AP.

#### Secondary Antibodies for WB

Donkey anti mouse 680 1:20,000 (LiCor).
Donkey anti rabbit 800 1:20,000 (LiCor).

### High Resolution Confocal Imaging

Confocal images were obtained at the Centre for Research in Biosciences Imaging Facility at UWE Bristol, using a HC PL APO 63x/1.40 oil objective CS2 lens on a Leica DMi8 inverted epifluorescence microscope, attached to a Leica SP8 AOBS laser scanning confocal microscope with four solid state AOTF supported lasers (405 nm/50 mW, 488 nm/20 mW, 552 nm/20 mW, and 638 nm/30 mW), two standard PMTs and two high sensitivity HyD hybrid SMD GaAsP detectors. Images were captured using LASX software with Hyvolution II, with automated settings for highest resolution imaging, with pinhole set at 0.5 AU. Images were deconvolved using Huygens Classic Maximum Likelihood Estimation (CMLE) algorithm (Scientific Volume Imaging). Images were assembled in Adobe Photoshop, and figures prepared using Adobe Illustrator.

### Manual Cilium Counting and Length Measurements

Cells immunostained with Arl13b, which labels a larger length of the cilium than our alternative marker, GT335, were imaged at x63, and three fields of view taken to count number of whole nuclei (nuclei at edges of fields of view excluded) and number of cilia. Cilium length was measured using the scale bar as reference. Mean cilium length and percentage of ciliated cells was calculated per experiment. This was repeated in five independent biological replicates. Mean percentage of ciliated cells, and mean cilium length were calculated from the means of all experiments.

### High-Throughput Confocal Imaging

Images were obtained at Wolfson Bioimaging Facility University of Bristol, using the Perkin Elmer OperaLX high-throughput imager, using a 60× water objective lens, 405, 488, and 561 nm lasers. PerkinElmer Opera Adjustment Plate containing multicolour beads was used to define the skewcrop and reference parameters. Cells were grown, fixed and immunostained in 96-well optical bottomed Cell Carrier plates (Perkin Elmer), and images were captured using OperaDB software. Individual z slices were exported as.flex files and assembled into maximum intensity projection z-stacks in Fiji ImageJ (Schindelin et al., 2012). These z-stacks were exported as 16-bit TIFFs, which were imported into CellProfiler for analysis using custom analysis protocols (Carpenter et al., 2006; Kamentsky et al., 2011). Alternatively, z-stacks were constructed in OperaDB, and images analyzed using PerkinElmer Acapella scripts, including algorithms “Find nuclei,” “Find cytoplasm,” and “Find spots” (to find cilia).

### SDS-PAGE and Western Blotting

Total protein was extracted from cells using NP40 lysis buffer and scraping. Insoluble material was pelleted by centrifugation at 10,000 × *g* for 5 min and the total protein concentration of the supernatant was assayed using detergent compatible protein assay kit (BioRad). 20 μg of total protein per sample was mixed with 2 × SDS loading buffer, boiled at 95°C for 5 min, and loaded onto pre-cast 4–12% NuPAGE Novex Bis-Tris gels (Life Technologies) alongside Spectra Multicolor Broad Range Protein ladder (Thermo Fisher). Samples were separated by electrophoreses in MES-SDS running buffer (Life Technologies) at 200 V for 45 min. Protein was transferred to PVDF membrane using wet transfer at 40 V for 2 h. Membranes were incubated with 5% (w/v) non-fat milk/PBS to saturate non-specific binding, and incubated with primary antibody overnight at 4°C. After washing in PBST, membranes were incubated with secondary antibody for 1 h at room temperature and exposed using 680 nm and/or 780 nm laser, or membrane was incubated with SuperSignal West Femto reagent (Pierce) and exposed using Chemiluminescence settings on LiCor Odyssey imaging system (LiCor).

### Scanning Electron Microscopy (SEM)

Scanning electron microscopy images were obtained using a FEI Quanta FEG 650 field emission SEM at UWE Bristol Centre for Research in Biosciences Imaging Facility, using 20 μs dwell, 30.00 kV HV, 3.45 μm HFW. 8.33e–7 Torr pressure, 60,000× magnification.

### RNA Sequencing

Total RNA was extracted from tissue using TRI reagent (Sigma-Aldrich). RNA samples were treated with a TURBO DNA-free^TM^ Kit (Ambion Inc.) using conditions recommended by the manufacturers, and then cleaned with an RNA Clean & Concentrator^TM^-5 spin column (Zymo Research Corp.). RNA was tested for quality and yield using a NanoDrop 1000 spectrophotometer and an Agilent 2100 Bioanalyzer.

Six total RNA samples were supplied and prepared into sequencing libraries from ∼500 ng by Bristol Genomics Facility using the Illumina TruSeq Stranded mRNA kit. Briefly, RNA was polyA-selected, chemically fragmented to about 200 nt in size (4-min fragmentation time), and cDNA synthesized using random hexamer primers. Each individual library received a unique Illumina barcode.

Quality of starting total RNA (diluted 1:100 to be within the limits of the assay) and the final libraries were also assessed using the Agilent TapeStation.

RNA-seq was performed on an Illumina NextSeq500 instrument with six libraries multiplexed and run across four lanes per flow-cell using 75 bp single end reads in high output mode. This resulted in more than 400 million reads per flow cell (651Mill, 590Mill PF), with an average of 94 million reads per sample.

Raw reads from four lanes per sample (four FASTQ files) were aligned to the mouse (*Mus musculus*) full genome (GRCm38, UCSC mm10) using STAR, a splice-aware aligner (Dobin et al., 2013), with UCSC mm10.gtf gene model for splice junctions and the resultant BAM files were merged.

Again, using UCSC mm10.gtf file, raw gene counts were estimated on merged BAM files using HTSeq, using the union method and –stranded = reverse options (Anders et al., 2015). Differential gene expression was analyzed using DESeq2 (Love et al., 2014) with statistical significance expressed as a *p*-value adjusted for a false discovery rate of 0.01 using Benjamini-Hochberg correction for multiple-testing.

Gene ontology (GO) Enrichment Analysis was carried out on the genes found to be differentially expressed between unstarved and starved cells using DAVID (Huang da et al., 2009).

For comparison to hTERT-RPE1 cell expression, we downloaded RNA sequence data from untreated and serum starved hTERT-RPE1 cells from the Sequence Read Archive (SRA; SRR2895378 and SRR2895380). These samples were selected for comparison to our 661 W samples, because the same protocols were followed for serum starvation, RNA extraction and purification, library preparation and sequencing. However, the sequencing read length for hTERT-RPE1 samples was shorter than for 661 Ws (50 bp single-end reads) and at lower depth (21 million reads and 26 million reads per sample). This data has been previously published in Wheway et al. (2015). Raw hTERT-RPE1 reads were aligned to the human (*Homo sapiens*) full genome (GRCh38.92, UCSC hg38) using STAR (Dobin et al., 2013), with UCSC hg38.gtf gene model for splice junctions.

Cufflinks tool (Trapnell et al., 2012) was used to calculate transcripts per kilobase of exon per million reads mapped (TPKM) for all assembled transcripts for all 661W samples and hTERT-RPE1 samples, and comparisons made between genes of interest between hTERT-RPE1 cell expression and 661W cell expression.

## Results

To confirm the cone photoreceptor origin of this cell line, and to fully characterize the expression profile of these cells, we performed whole transcriptome RNA sequencing on 661W cells, with and without exposure to serum starvation (GEO Accession: GSE119190; SRA Accession: SRP159075) and compared these to expression in hTERT-RPE cells subjected to the same growth conditions (SRA Accession: SRR2895378 and SRR2895380; Supplementary Table 1). 

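RNA was sequenced from 661W cells grown with 10% fetal calf serum and from 661W cells kept for 72 h without serum. Cells of passages 24, 26 and 27, here replicates 1, 2 and 3, each gave 1 serum-fed and 1 serum-starved culture, and the labels call the passages independent experiments, so n = 3 per condition. Among the genes with most counts were Eef1a1, a translation elongation factor (5321 ± 185 CPM in serum-fed and 3570.2 ± 715 CPM in serum-starved cells, SD, n = 3), the fibronectin gene Fn1 (4749.6 and 3704 CPM) and the actin gene Actb (3803 and 2902 CPM). The other 2 of the 5, mt-Co1 and mt-Cytb, are mitochondrial, and the 5 together took 1.75% to 2.35% of the counts of a library. The paper made polyA-selected stranded libraries, sequenced single-end reads of 75 bp on 4 lanes, aligned them with STAR to GRCm38 and counted reads per gene with HTSeq.

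The counts as deposited were used, without the hTERT-RPE1 libraries, which were not analysed here. Libraries held 71970076 to 87178722 counts. Levels are counts divided by a library's total and multiplied by 1e6 (CPM), given as mean ± SD over the 3 replicates of a condition, and a gene is called expressed where its mean reaches 0.25 CPM in both conditions. CPM is not scaled by gene length, so it ranks genes by their counts. A count of 0 in a library allows a level of up to 3 counts, which is 0.0344 to 0.0417 CPM, counting error only. Log2 fold changes are serum-starved over serum-fed. They come from edgeR's quasi-likelihood test on 16168 genes, with TMM normalization, a filter on low counts and the passage as a block, since cells of the same passage were compared, and p was adjusted with the Benjamini-Hochberg method. Gene positions are those of GENCODE release M21 on GRCm38. Libraries of the same condition did not all lie together: on the first principal component, with 57.8% of the variance, starved cells of passage 24 lay at −37.4, between serum-fed cells of passages 24 and 26 at −85.4 and −28.1, and serum-fed cells of passage 27 lay at 26.5, nearer to starved cells of passages 26 and 27 at 58.5 and 65.8. Without the passage in the model, 0 of the genes passed an adjusted p under 0.01 in edgeR (1347 at an unadjusted p under 0.05), and DESeq2 without it called 180.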

Cells were starved of serum for 72 h to induce the cells to exit the cell cycle and form post-mitotic cilia (Santos and Reiter, 2008). 

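After 72 h without serum, 661W cells still held abundant RNA of proliferation genes, and some growth-arrest genes changed, in both directions. Mki67, which marks cycling cells, was at 423 ± 43.5 CPM (SD, n = 3) in serum-fed and 387 ± 30.2 CPM (SD, n = 3) in serum-starved cells (log2 fold change −0.18, standard error 0.12, adjusted p = 0.406 from edgeR). Cdkn1c, an inhibitor of cyclin-dependent kinases, rose from 7.17 ± 2.98 CPM to 25.1 ± 11.7 CPM (log2 fold change 1.71, standard error 0.19, adjusted p = 0.00574 from edgeR). Gas6, a growth arrest gene that encodes a ligand of receptor kinases, rose from 203 to 516 CPM (log2 fold change 1.33, adjusted p = 0.00732 from edgeR), and Gas1, another growth arrest gene, had a log2 fold change of 1.80 (adjusted p = 0.00799 from edgeR). Cdkn1a, an inhibitor of cyclin-dependent kinases induced by p53, fell from 192 to 107 CPM (log2 fold change −0.94, adjusted p = 0.0119 from edgeR).

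Of 16 genes of growth arrest and quiescence, 4 rose and 2 fell over all genes tested in edgeR (6 and 3 when adjusted over the list alone), with a median log2 fold change of 0.34 and an adjusted p = 0.818 with an estimated correlation in camera. None of 35 gene lists passed that camera test in these 6 libraries, so it does not decide on a list. Of 24 mitotic genes, 0 passed over all genes tested in edgeR and 0 when adjusted over the list alone, with 0 higher and 2 lower at an unadjusted p under 0.05 and 0 called by DESeq2 or limma-voom. Their smallest p values belonged to Ube2c, which helps to destroy mitotic cyclins (log2 fold change −0.36), to the spindle factor Tpx2 (−0.31) and to the survivin gene Birc5 (−0.25). Of 24 genes of DNA replication and the G1/S step, 1 fell and 0 rose over all genes tested (1 and 0 when adjusted over the list alone): Rrm2, a subunit of ribonucleotide reductase, from 279.8 ± 98.2 CPM to 193 ± 68.6 CPM (log2 fold change −0.59, adjusted p = 0.0356 from edgeR). Ccne1, a G1/S cyclin, had a log2 fold change of −0.48, Ccne2, its paralog, 0.71 and E2f1, a transcription factor of S phase genes, −0.29, and none of these 3 passed.

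Of 24 genes of the serum response, 1 rose and 2 fell over all genes tested (2 and 6 when adjusted over the list alone), with a median of −0.27 (adjusted p = 0.782 with an estimated correlation in camera). The AP-1 subunit gene Fosl1 fell (log2 fold change −2.02, adjusted p = 0.0316 from edgeR), as did Phlda1 (log2 fold change −1.05, adjusted p = 0.0122 from edgeR), while Fos, another AP-1 subunit, rose from 11.5 to 39.4 CPM (log2 fold change 1.59, adjusted p = 0.0441 from edgeR). Of 16 p53 target genes, 4 fell and 0 rose over all genes tested (10 and 2 when adjusted over the list alone), with a median of −0.54 (adjusted p = 0.782 with an estimated correlation in camera). Besides Cdkn1a these were the cyclin gene Ccng1, from 247 to 124 CPM (log2 fold change −1.08, adjusted p = 0.046 from edgeR), the BH3-only gene Pmaip1 (−0.65) and the receptor gene Eda2r (−0.72). Without replicate 3 the calls fell to 3 higher and 0 lower in the growth-arrest list, 0 in the G1/S list and 0 among p53 targets, and Rrm2 did not pass without replicate 2 either (adjusted p = 0.119 from edgeR). Fos did not pass without replicate 1 (adjusted p = 0.0942 from edgeR) or replicate 2 (0.0522), and without the passage in the model the calls in these 5 lists were 0 in edgeR and 1 in DESeq2, a growth-arrest gene that was higher.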

We filtered the data to specifically study 47 genes which show characteristic expression in cone photoreceptor cells (Sharon et al., 2002; Corbo et al., 2007; Figure 2A and Supplementary Table 2). The data shows that 661W cells express a range of cone markers. 

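Of the 47 cone photoreceptor genes of Table S2, 20 were expressed in 661W cells. Ece1, which encodes the protease that makes endothelin, was at 142 ± 27.3 CPM (SD, n = 3) in serum-fed cells, and Enpp5, a member of a family of membrane phosphodiesterases, was at 90.6 ± 23.3 CPM. Rtn4, a reticulon of the endoplasmic reticulum, had the highest level of the list at 539 ± 173 CPM, and Bub1b, a gene of the mitotic checkpoint, was at 119 CPM (both named after their values were seen). Cngb3, a subunit of the cone cyclic nucleotide-gated channel, was at 0.0405 CPM, and 6 genes of the table had no count in any library, among them the rod and photoreceptor transcription factor genes Nrl and Nr2e3 and the retinoid receptor gene Rxrg. Of the table's names, 46 matched the count table and Epb41l.1 did not.

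The 4 lists of photoreceptor and retinal genes, apart from Table S2, gave a similar picture. Of 15 cone-specific genes, 4 were expressed, with Guca1a, an activator of the guanylate cyclase of photoreceptors, at 0.902 ± 0.495 CPM in serum-fed cells. Of 24 genes of both rods and cones, 9 were expressed, and Cdhr1, a cadherin of the outer segment base, was at 16.2 ± 5.66 CPM. Otx2, a transcription factor that directs cells to the photoreceptor fate, was at 54.6 ± 3.51 CPM, while Crx, which acts after it, was at 0.0361 CPM, under the limit for a count of 0 in some libraries (both named after their values were seen). Of 14 rod-specific genes, 5 were expressed, led by Gnb1, a G protein subunit present in most cells, at 673 ± 50.6 CPM. Sag, the rod arrestin, was at 0.597 CPM and Cngb1, the rod counterpart of Cngb3, at 0.778 CPM. Of 24 retinal transcription factors, 9 were expressed, with Pax6, a master regulator of eye development, at 199 ± 92.1 CPM and Lhx2, which acts in the optic vesicle, at 32.3 ± 3.09 CPM.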

Surprisingly, our data seemed to suggest that OPN1SW was expressed in the hTERT-RPE1 cells with a TPKM of around 4, but analysis in Integrative Genomics Viewer (IGV; Robinson et al., 2011), showed that this was based upon alignment of many reads to one exon of OPN1SW which is shared with the neighboring gene CALU, which is highly expressed in these cells (Figure 2B). Based on our analysis of other alignments in IGV we decided to exclude any gene with an abundance estimate of less than 0.1 TPKM, and consider these as being not expressed. 

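Gnat2 encodes the alpha subunit of cone transducin, the G protein that carries the light signal from the opsins, and lies on chromosome 3 from 108092789 to 108101432 of GRCm38. In 661W cells it was expressed at a low level, 1.25 ± 0.626 CPM (SD, n = 3) in serum-fed and 0.829 ± 0.055 CPM (SD, n = 3) in serum-starved cells, from 480 counts over the 6 libraries. Rom1, a tetraspanin of the outer segment discs of both rods and cones, lies on chromosome 19 from 8927391 to 8929356 and was at 6.97 ± 1.2 CPM in serum-fed and 6.79 ± 1.51 CPM in serum-starved cells. Gnat2 ranked 12527 by mean CPM among all genes and Rom1 ranked 10232. Rom1 had a log2 fold change of −0.11 (standard error 0.20, adjusted p = 0.782 from edgeR).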

Figure 2C shows all markers of cone cell origin which are expressed in 661W cells, but are generally not expressed in hTERT-RPE1 cells, including cone alpha transducin (Gnat2) and Rom1. The data suggests that expression of most of these genes increase upon serum starvation, suggesting that the cells are induced toward a more cone-like fate upon serum starvation (Figure 2C). 

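Among the 20 expressed cone genes of Table S2, 11 had a higher and 9 a lower fitted level in serum-starved cells, and none of these differences passed the test. Ece1 reached 190.0 ± 33.4 CPM (SD, n = 3) in serum-starved cells and was higher in each of the 3 passages (log2 fold change 0.36, standard error 0.11, adjusted p = 0.107 from edgeR), and Enpp5 reached 139 ± 29.8 CPM (log2 fold change 0.56, standard error 0.18, adjusted p = 0.117 from edgeR). Ccdc136, a coiled-coil protein gene, had a log2 fold change of 0.34 (standard error 0.12, adjusted p = 0.152 from edgeR) and was higher in each passage too. Gnat2, the cone transducin gene, was lower in each of the 3 passages (log2 fold change −0.54, standard error 0.37, adjusted p = 0.409 from edgeR), with most of the difference in passage 26 (−0.08 without replicate 2). In all, 9 of the 20 genes were higher and 4 were lower in each of the 3 passages.

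Of the 27 genes of the table that could be tested, 0 passed over all genes tested in edgeR and 0 when adjusted over the list alone, against 6 higher and 1 lower at an unadjusted p under 0.05. DESeq2 and limma-voom also called 0. The median log2 fold change of the table's genes was 0.18, and camera gave p = 0.189 with the preset and p = 0.417 with an estimated correlation. Of the cone-specific list, 1 of 7 tested genes rose and 0 fell over all genes tested (1 and 0 when adjusted over the list alone). It was Guca1a, on chromosome 17 from 47394558 to 47400584, which rose to 2.63 ± 1.01 CPM (log2 fold change 1.55, standard error 0.27, adjusted p = 0.0252 from edgeR) and was higher in each passage. It is also the 1 gene to pass among 11 tested genes of both rods and cones (1 higher and 0 lower over all genes tested, the same when adjusted over the list alone), where Rgs9, which ends the transducin signal, had a log2 fold change of 0.89 and Prom1, a gene of disc shaping, 0.75. Of 8 tested rod-specific genes, 0 passed over all genes tested in edgeR, 0 when adjusted over the list alone, 0 at an unadjusted p under 0.05 and 0 in DESeq2 and limma-voom. Among 10 retinal transcription factors, 1 rose and 0 fell over all genes tested (1 and 0 when adjusted over the list alone), and it was Pax6, at 342 ± 141 CPM in starved cells (log2 fold change 0.73, adjusted p = 0.0373 from edgeR). Guca1a and Pax6 did not pass without replicate 2 (adjusted p = 0.0999 and 0.111 from edgeR) or without replicate 3 (0.0675 and 0.0929), nor did any gene of these lists without the passage in the model (0 calls in edgeR and in DESeq2). From the expression of these cone genes in the presence and absence of serum, the paper proposes that serum starvation moves the cells toward a more cone-like fate.

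**Figure D1:**
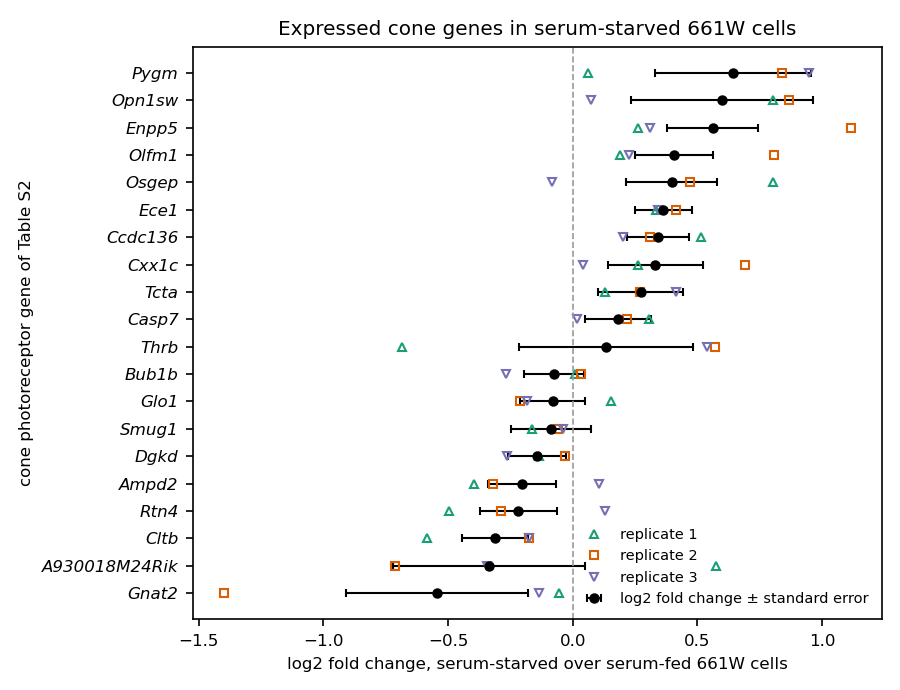
Log2 fold change of the 20 expressed cone genes of Table S2, serum-starved over serum-fed 661W cells, with the fitted value and its standard error in black and the difference within each replicate as an open mark. Points of 11 genes lie right of 0 and points of 9 lie left of it, with Gnat2 the lowest at −0.54 and Pygm the highest at 0.64.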

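Opn1sw encodes the short wave opsin, the light receptor of blue- and ultraviolet-sensitive mouse cones, and lies on chromosome 6 from 29376671 to 29388468 of GRCm38. It had 187 counts over the 6 libraries, which is 0.315 ± 0.16 CPM (SD, n = 3) in serum-fed and 0.478 ± 0.139 CPM (SD, n = 3) in serum-starved 661W cells. The level ranged from 0.167 to 0.585 CPM between libraries (log2 fold change 0.60, standard error 0.36, adjusted p = 0.363 from edgeR). Opn1mw, the medium wave opsin gene on chromosome X from 74127464 to 74150760, had 6 counts over the 6 libraries, 0.00926 CPM in serum-fed and 0.0162 CPM in serum-starved cells. Arr3, which encodes the arrestin that shuts off the cone opsins, lies on chromosome X from 100605497 to 100618493 and had a count of 0 in each of the 6 libraries. Counts per gene do not show on which exon the reads of Opn1sw lie.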

Short wave and medium wave opsin (Opn1sw and Opn1mw) and cone arrestin (Arr3) were not expressed in either cell type. This is in contrast to previously published papers showing expression of these cone markers in the 661W cell line. Earlier publications studied early passages of this cell type, whereas we studied cells between passage 24 and 27. This suggests that expression of these cone markers is not sustained over many passages.

**FIGURE 2:**
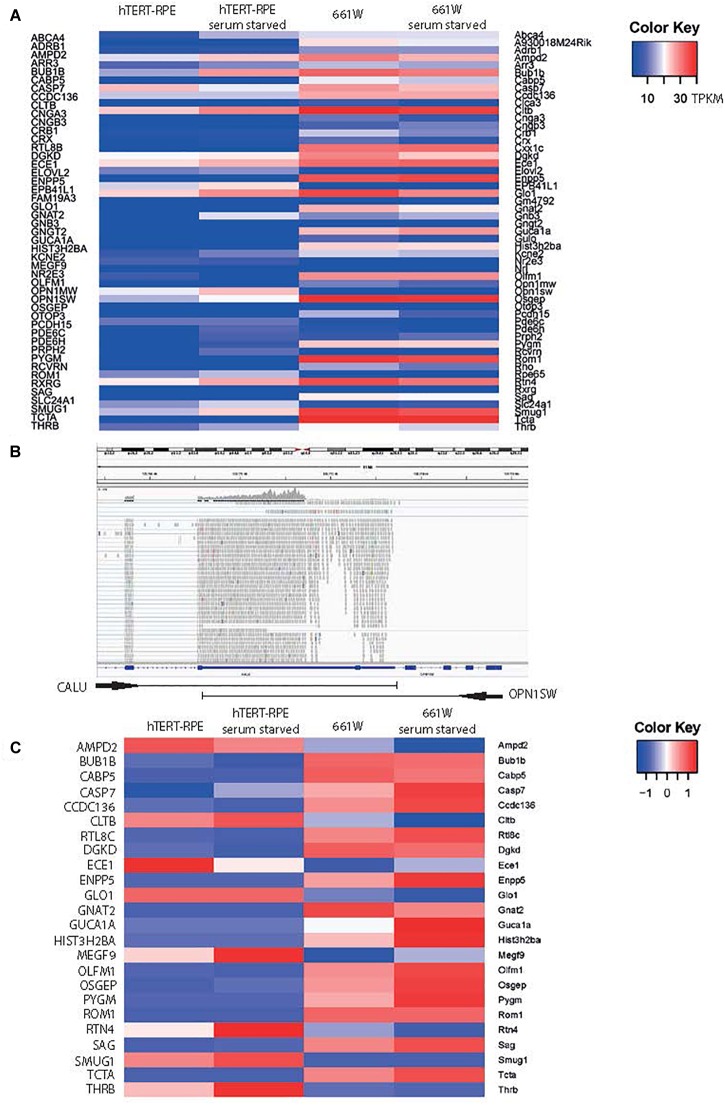
661W cells express markers of photoreceptor fate. **(A)** Heat map of expression of 48 genes characteristic of cone photoreceptors (Corbo et al., 2007) in hTERT-RPE1 cells and 661W cells in conditions of serum and serum starvation. Scale bar shows intensity of color relative to TPKM. **(B)** IGV screenshot of OPN1SW genomic location in human genome hg38, with one shared exon with CALU, which accounts for the mapping of reads to OPN1SW in the hTERT-RPE1 cell line. **(C)** Heat map showing expression level of all cone cell genes expressed in 661W cells, relative to the expression these genes in hTERT-RPE1 cells. Scale bar shows intensity of color relative to scaled expression value from –1 to 1 across each row.

To investigate expression of cilia genes in this cell line, we extracted TPKM transcript abundance estimates data from our RNAseq data for Syscilia Gold Standard (SCGS) genes (van Dam et al., 2013) in starved and unstarved hTERT-RPE1 and 661W cells. Again, excluding any genes with an abundance estimate of less than 0.1 TPKM, the 661W cells showed robust expression of 213 SCGS genes in unstarved and starved cells, including markers such as Cep164, Rpgrip1l and Ift88 (Supplementary Table 3). 

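Of the 275 Syscilia Gold Standard genes that Table S3 lists with a mouse gene name, 223 were expressed in both serum-fed and serum-starved 661W cells and 6 had no count in any library. Cep164, a protein of the distal appendages by which the basal body docks at the membrane, lies on chromosome 9 from 45766946 to 45828691 of GRCm38 and was at 65 ± 7.3 CPM (SD, n = 3) in serum-fed and 58 ± 2.33 CPM (SD, n = 3) in serum-starved cells. Rpgrip1l, a protein of the ciliary transition zone, lies on chromosome 8 from 91217030 to 91313262 and was at 21.7 ± 6.2 CPM and 24.8 ± 6.36 CPM. Ift88, a core subunit of the IFT-B complex that builds cilia, lies on chromosome 14 from 57424062 to 57517936 and was at 15.3 ± 2.76 CPM and 12.5 ± 1.31 CPM. The 3 genes had from 6465 (Ift88) to 28539 (Cep164) counts over the 6 libraries. None of them passed the test between conditions: the log2 fold change was −0.22 for Cep164 (adjusted p = 0.321 from edgeR), 0.14 for Rpgrip1l (adjusted p = 0.629 from edgeR) and −0.33 for Ift88 (adjusted p = 0.28 from edgeR).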

The cells also expressed numerous alpha- beta- and gamma-tubulin genes, as well as enzymes involved in post-translational modification of ciliary axonemal microtubules, such as Ttll9, which is involved in polyglutamylation of tubulin. Furthermore, 661W cells expressed 33 genes which are either not expressed in hTERT-RPE1 cells, or expressed at a low level in hTERT-RPE1 cells (Figure 3A). This includes many disease genes associated with a retinal ciliopathy phenotype, including Joubert disease genes Ahi1, Arl13b, Pde6b, Tmem138, and Tmem231; Bardet-Biedl disease genes Arl6, Bbs12, Bbs5, Bbs9, Ift74, Lztfl1, and Trim32; Senior-Loken syndrome gene Iqcb1; retinitis pigmentosa disease genes Arl3, Nek2, Rp2, and Topors; Leber congenital amaurosis disease gene Lca5 and; Usher syndrome gene Iqcb1 (Figure 3A). In addition to this, 661W cells express several syndromic ciliopathy disease genes which are not expressed at all in hTERT-RPE1 cells, including B9d1, B9d2, Evc2, Pkd1, and Tmem138 (Figure 3B). 

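Of 18 alpha-, beta- and gamma-tubulin genes, 14 were expressed in 661W cells. Tubb5, a beta-tubulin gene, had the highest level at 2345 ± 254 CPM (SD, n = 3) in serum-fed and 1922 ± 462 CPM (SD, n = 3) in serum-starved cells, and Tubg1, the gamma-tubulin gene of centrosomes, was at 100.5 ± 14.3 CPM and 94.8 ± 4.32 CPM (both named after their values were seen). Tuba1a, an alpha-tubulin gene, was at 403 ± 83.5 CPM in serum-fed and 600.3 ± 63 CPM in serum-starved cells (log2 fold change 0.53, adjusted p = 0.126 from edgeR), and its paralog Tuba1c was at 118 and 90 CPM (log2 fold change −0.49, adjusted p = 0.0929 from edgeR). Tubulin genes are near-identical in places and have pseudogenes, so reads may be split between them and each value is uncertain. Of the 14 tested, 0 passed over all genes tested in edgeR and 0 when adjusted over the list alone, with 3 higher and 4 lower at an unadjusted p under 0.05. DESeq2 with the passage called 0 higher and 2 lower, and limma-voom 0.

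Enzymes that add glutamate, glycine or acetyl groups to tubulin, or remove them, were expressed as well: 18 of 24 were, and 3 had no count in any library. Ttll9, a polyglutamylase of tubulin, lies on chromosome 2 from 152962485 to 153008482 of GRCm38 and was at 1.09 ± 0.305 CPM (SD, n = 3) in serum-fed and 0.722 ± 0.535 CPM (SD, n = 3) in serum-starved cells, from 414 counts over the 6 libraries (log2 fold change −0.85, standard error 0.38, adjusted p = 0.226 from edgeR). Ttll5, another polyglutamylase, was at 24.8 ± 6.2 CPM and 34.7 ± 4.45 CPM, Ttll7, a beta-tubulin polyglutamylase, at 51.7 and 71.3 CPM, and Agbl3, which removes glutamates, at 7.44 and 10.3 CPM. Ttll12, a member of the same family, was at 98.5 ± 10.8 CPM and 74.4 ± 17.7 CPM (log2 fold change −0.48, adjusted p = 0.0689 from edgeR). Of the 18 tested, 0 passed over all genes tested in edgeR and 0 when adjusted over the list alone, with 3 higher and 1 lower at an unadjusted p under 0.05, while DESeq2 with the passage called 0 higher and 1 lower and limma-voom 0.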

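Of 22 ciliopathy genes named in the paper, 21 were expressed in both conditions, at levels that spread over more than an order of magnitude. Genes linked to retinitis pigmentosa were among the higher ones by CPM, which is not scaled by gene length. Nek2, a kinase of centrosome separation, was at 121 ± 6.29 CPM (SD, n = 3) in serum-fed and 124 ± 13.9 CPM (SD, n = 3) in serum-starved cells, Topors, an E3 ligase found at the basal body of photoreceptors, at 121 ± 2.83 CPM and 134 ± 3.56 CPM, and Arl3, a small GTPase that releases lipidated proteins inside the cilium, at 89.7 ± 9.58 CPM and 78.5 ± 9.39 CPM. Rp2h, the mouse RP2 gene, whose product acts on Arl3, was at 56.9 and 71.2 CPM. Of the Joubert syndrome genes, Arl13b, a GTPase of the ciliary membrane on chromosome 16 from 62793685 to 62847040 of GRCm38, was at 53.5 ± 14.2 CPM and 44.1 ± 10 CPM, Tmem231 at 37.5 and 33.3 CPM and Ahi1 at 30.2 and 28.9 CPM, the last 2 both of the transition zone.

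The Bardet-Biedl syndrome genes covered a range of levels. Trim32, an E3 ligase, was at 84.8 ± 19.8 CPM in serum-fed cells, Ift74, a subunit of IFT-B, at 68.6 ± 13.7 CPM, and Arl6, the GTPase that recruits the BBSome to membranes, at 51.3 ± 11.9 CPM. Lztfl1, which holds the BBSome back from the cilium, was at 27.6 CPM, the BBSome subunits Bbs9 and Bbs5 at 22.2 and 12.7 CPM, and the chaperonin-like Bbs12 at 19.4 CPM. Iqcb1, the Senior-Loken gene, was at 48.9 ± 11.9 CPM in serum-fed cells and 45.2 ± 2.47 CPM in serum-starved cells, and Lca5, which encodes the ciliary protein lebercilin on chromosome 9 from 83390293 to 83441127, at 22.8 ± 6.33 CPM and 24.5 ± 4.54 CPM. Pde6b, a rod phosphodiesterase subunit on chromosome 5 from 108388391 to 108432397, had almost no counts, at 0.00883 CPM in serum-fed and 0.00428 CPM in serum-starved cells. Fig. 3A shows Pde6d instead, a different gene, named here after its values were seen. Pde6d was expressed at 73.8 CPM in serum-fed and 70.9 CPM in serum-starved cells, and at TPKM of 68.9 and 67.2 in the paper's Table S3. Of the pair only Pde6d was expressed, which speaks for it as the gene meant. Of the 21 tested genes, 0 passed over all genes tested in edgeR and 0 when adjusted over the list alone, with 0 higher and 2 lower at an unadjusted p under 0.05 and 0 called by DESeq2 or limma-voom. The 2 were Bbs12 (log2 fold change −0.45, adjusted p = 0.162 from edgeR) and Arl13b (log2 fold change −0.33, adjusted p = 0.153 from edgeR).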

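Each of the 5 syndromic genes was expressed in every 661W library. Pkd1, the polycystin gene mutated in polycystic kidney disease, had the highest CPM, 213 ± 73.6 CPM (SD, n = 3) in serum-fed and 279 ± 76 CPM (SD, n = 3) in serum-starved cells, and lies on chromosome 17 from 24549834 to 24596508 of GRCm38. In the paper's length-scaled TPKM it was the lowest of the 5 in serum-fed cells, at 13.1 against 33.6 for B9d1. Evc2, a regulator of Hedgehog signaling at the base of the cilium on chromosome 5 from 37338499 to 37425055, was at 79 ± 10.1 CPM and 74.3 ± 2.22 CPM. Tmem138, a transition zone membrane protein gene on chromosome 19 from 10570478 to 10577362, was at 36.1 ± 3.42 CPM and 34 ± 6.17 CPM. B9d1 and B9d2, subunits of the same transition zone complex, lie on chromosome 11 from 61505144 to 61512931 and on chromosome 7 from 25680780 to 25686558. B9d1 was at 17 ± 3.28 CPM and 13.7 ± 1.94 CPM and B9d2 at 13.6 ± 1.2 CPM and 16.9 ± 0.351 CPM. None of the 5 passed the test between conditions, with log2 fold changes from −0.36 for B9d1 (adjusted p = 0.346 from edgeR) to 0.34 for Pkd1 (adjusted p = 0.234 from edgeR). B9d2 and Pkd1 were higher in each of the 3 passages and Evc2 was lower in each.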

For the study of these disease genes, 661W cells are a valuable resource, as studies in the widely used retinal cell line hTERT-RPE1 will not be effective.

**FIGURE 3:**
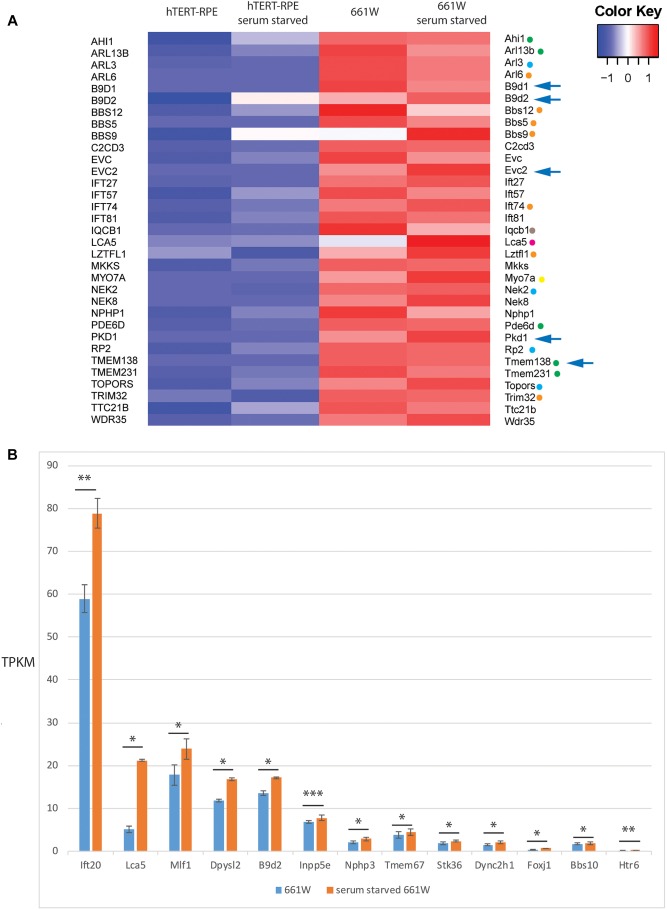
661W cells express markers of ciliated cell fate. **(A)** Heat map showing expression level of 33 Syscilia Gold Standard (SCGS) genes expressed in 661W cells which are either not expressed in hTERT-RPE1 cells, or are expressed at a low level in hTERT-RPE1 cells. Green dots indicate Joubert syndrome disease genes, blue dots indicate retinitis pigmentosa disease genes, orange dots indicate Bardet-Biedl syndrome disease genes, borwon dot indicates Senior-Loken syndrome disease gene, pink dot indicates Leber congenital amaurosis disease gene, yellow dot indicates Usher syndrome disease gene. Arrows indicate syndromic disease genes which are expressed in 661W cells but not expressed at all in hTERT-RPE1 cells. **(B)** Graph showing mean TPKM of selected SCGS genes in unstarved and serum starved cells, to show upregulation of these genes upon serum starvation to induce cilium formation. ^∗∗∗^*p* < 0.005; ^∗∗^*p* < 0.01; ^∗^*p* < 0.05.

Of the 213 SCGS genes expressed in 661W cells, there is a statistically significant (*p* < 0.05) up or down regulation of 22/213 (10.3%) of these genes upon serum starvation. suggesting that the cells are induced toward a more differentiated state upon serum starvation (Figure 3B).

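Serum starvation raised 5 of the 243 tested Syscilia Gold Standard genes and lowered 0 over all genes tested in edgeR at an adjusted p under 0.05. The largest of these changes was in Cldn2, a tight junction claudin on chromosome X from 139800828 to 139811386 of GRCm38, from 0.225 ± 0.21 CPM to 2.12 ± 1.84 CPM (SD, n = 3; log2 fold change 3.14, standard error 0.48, adjusted p = 0.0161 from edgeR). With a serum-fed level under 0.25 CPM, Cldn2 is not among the 223 genes called expressed. Gli2, the transcription factor through which cilia pass on the Hedgehog signal, rose from 6.2 ± 2.91 CPM to 15.5 ± 7.89 CPM (log2 fold change 1.21, standard error 0.27, adjusted p = 0.0472 from edgeR). Hap1, a huntingtin-associated transport protein, rose from 28.4 to 48.5 CPM (log2 fold change 0.71, adjusted p = 0.0275 from edgeR), Ccdc28b, a gene linked to Bardet-Biedl syndrome, from 4.29 to 8.74 CPM (log2 fold change 0.96, adjusted p = 0.0408 from edgeR), and Myo7a, the Usher syndrome myosin, from 43.8 to 67.3 CPM (log2 fold change 0.55, adjusted p = 0.0468 from edgeR). All 5 were higher in each of the 3 passages.

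When adjusted over the list alone, 0 passed, in edgeR as well. At an unadjusted p under 0.05, the level the paper used, 32 of the 223 expressed genes differed (14.3%), 22 higher and 10 lower in starved cells, where 11.15 of 223 are expected by chance. That count fell to 11 without replicate 2, to 15 in DESeq2 without the passage and to 11 in edgeR without it, and among all 16168 genes 3922 reached that level, a larger share than among the cilia genes. Among the 223, 119 had a positive log2 fold change, and camera gave p = 0.867 with an estimated correlation for the table as a whole. The paper's Table S3 holds 20 of the genes compared at p under 0.05 by its own test, 14 of them higher, and 19 of the 20 have the same sign here, 12 of them also at an unadjusted p under 0.05. The exception is Bbs4, a BBSome subunit, which is higher in the paper's table and had a log2 fold change of −0.20 in the counts (adjusted p = 0.516 from edgeR). Others of the 14 were named after their values were seen: Foxj1, the master regulator of motile cilia, at 1.12 (adjusted p = 0.102 from edgeR), the serotonin receptor gene Htr6 at 0.94 (adjusted p = 0.145 from edgeR), and Dync2h1, the motor of retrograde transport in cilia, at 0.34 (adjusted p = 0.201 from edgeR). The count of 5 rested on the model and the passages: it was 15 in DESeq2 with the passage, 6 in limma-voom, 0 in edgeR and 2 in DESeq2 without the passage, and 1 each without replicate 2 and without replicate 3. Cldn2 passed with any replicate left out (adjusted p = 0.0205 to 0.0277 from edgeR).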

We then used HTSeq and DESeq2 to identify all genes differentially expressed in different conditions (starved vs. unstarved), controlling for batch-effects, and performed enrichment analysis on all hits with an adjusted *p*-value of >0.01 using DAVID (Huang da et al., 2009; Supplementary Table 4). This identified a number of enriched annotation clusters, including those with the GO terms “neuron differentiation” (enrichment score 2.22), “eye development” (enrichment score 0.16) and “sensory perception” (enrichment score 0.52), “GPCR, rhodopsin-like superfamily” (enrichment score 0.25) and “centrosome” (enrichment score 0.010; Supplementary Table 4).

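Serum starvation of 661W cells raised genes of cholesterol synthesis and part of those of fatty acid synthesis. All 25 genes of cholesterol synthesis and uptake rose over all genes tested in edgeR (25 when adjusted over the list alone), with a median log2 fold change of 1.60, and of 18 genes of fatty acid synthesis, 10 rose, 0 fell and 8 did not pass (16 and 0 when adjusted over the list alone). As groups neither list passed camera with an estimated correlation (adjusted p = 0.522 for both). None of the 35 lists passed that test in these 6 libraries, so it cannot decide on any list here. Insig1, which retains the sterol sensor complex in the endoplasmic reticulum, rose from 70 ± 10.7 CPM to 339 ± 53.7 CPM (SD, n = 3; log2 fold change 2.22, standard error 0.17, adjusted p = 0.0031 from edgeR) and lies on chromosome 5 from 28071363 to 28078662 of GRCm38. Sqle, which makes squalene epoxide, rose from 105 ± 8.79 CPM to 322 ± 21.8 CPM (log2 fold change 1.56, standard error 0.12, adjusted p = 0.0031 from edgeR), and Tm7sf2, a sterol reductase, from 6.6 ± 0.704 CPM to 40.1 ± 7.78 CPM (log2 fold change 2.53, standard error 0.17, adjusted p = 0.0031 from edgeR). Idi1, an isomerase of the pathway, had a log2 fold change of 2.21 (adjusted p = 0.00548 from edgeR). The fatty acid genes that rose include the fatty acid synthase gene Fasn, from 356 to 877 CPM (log2 fold change 1.23, adjusted p = 0.0097 from edgeR), and the elongase gene Elovl6 (log2 fold change 1.58, adjusted p = 0.0031 from edgeR). Both lists were written after the first genes of Table S4 had been seen. Of 8 targets of the sterol receptor LXR, 2 rose and 0 fell over all genes tested (3 and 1 when adjusted over the list alone): Apoe, a carrier of cholesterol, from 24.4 ± 4.3 CPM to 54.1 ± 10.2 CPM (log2 fold change 1.09, adjusted p = 0.0313 from edgeR), and Mylip, a ligase of the LDL receptor (log2 fold change 1.16, adjusted p = 0.0491 from edgeR), which did not pass without replicate 1 or replicate 2 (adjusted p = 0.0932 and 0.111 from edgeR), while Apoe did not without replicate 3 (0.0831). Without the passage in the model, edgeR called 3 genes of the cholesterol list and 0 of the fatty acid list, while DESeq2 called 25 and 10, all higher.

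Part of the extracellular matrix genes rose as well. Of 24 tested, 11 rose and 1 fell over all genes tested (14 and 2 when adjusted over the list alone), with a median of 0.74 (adjusted p = 0.522 with an estimated correlation in camera). The collagen VI gene Col6a2 rose from 19.6 ± 21.8 CPM to 142 ± 109 CPM (log2 fold change 3.05, adjusted p = 0.0031 from edgeR) and Postn, which encodes periostin, from 190.2 ± 72.6 CPM to 822 ± 461 CPM (log2 fold change 1.91, adjusted p = 0.00574 from edgeR), and 4 of the list's genes (Col1a1, Col1a2, Col3a1 and Dcn) are also fibroblast markers. With these shared genes the matrix change is not told apart from that of the fibroblast markers. Genes of skeletal muscle differentiation rose too, but that list was chosen after the values were seen and cannot bear on this. The thrombospondin gene Thbs1, named after its values were seen, fell (log2 fold change −0.71, adjusted p = 0.0313 from edgeR). Of 25 lysosome and autophagy genes, 5 rose and 1 fell over all genes tested (8 and 1 when adjusted over the list alone), with a median of 0.37 (adjusted p = 0.818 with an estimated correlation in camera). They included Npc2, a carrier of lysosomal cholesterol, from 314 to 536 CPM (log2 fold change 0.72, adjusted p = 0.0389 from edgeR), and the lysosomal channel gene Mcoln1 (log2 fold change 0.67, adjusted p = 0.0313 from edgeR). Some glycolysis and hypoxia genes fell: of 20, 9 fell, 0 rose and 11 did not pass over all genes tested (14 and 0 when adjusted over the list alone), with a median of −0.57 (adjusted p = 0.522 with an estimated correlation in camera). Ldha, which makes lactate, fell from 1016 ± 187 CPM to 644 ± 113 CPM (log2 fold change −0.71, adjusted p = 0.0303 from edgeR), Pgk1, a glycolytic kinase, from 316 ± 47 CPM to 201 ± 39 CPM (log2 fold change −0.72, adjusted p = 0.022 from edgeR), and Pdk1, which holds pyruvate back from the mitochondria, from 25.1 to 13.8 CPM (log2 fold change −0.91, adjusted p = 0.0201 from edgeR).

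Over all 16168 genes, 118 were higher and 19 lower in starved cells at an adjusted p under 0.01 in edgeR. The largest rises among genes that changed the same way in every passage were those of Dpt and Col14a1, both genes of collagen-binding matrix proteins (log2 fold change 6.46 and 6.14), Cpa1, a carboxypeptidase (5.44), Colgalt2, which modifies collagen (5.29), Sprr3 (5.24), Palmd (4.93), Mfap4 (4.52), Chodl (4.46), 1500015O10Rik (4.11) and Papln (4.03). Among the largest falls were those of Prl2c2, a proliferin (−5.13), Serpinb2, a plasminogen activator inhibitor (−5.09), Vmn2r79, Acsbg1, Dusp5, a phosphatase that acts on ERK (−2.34), the chromatin protein gene Hmga2 (−2.30), Gm12603, Hmga1 and Capg (−2.08). Prl2c2, Vmn2r79 and Hmga1 have close copies and are uncertain. The count of both directions was 1170 in DESeq2 with the passage (715 higher and 455 lower), 35 without replicate 3 and 215 without replicate 2. At an adjusted p under 0.05 edgeR called 562 higher and 258 lower, so the balance of directions rested on the model and the level. Without replicate 3 the count of genes that fell was 0 in the glycolysis list and the count that rose was 7 in the matrix list, and without replicate 2 or 3 the count of lysosome genes that rose was 0. Without the passage in the model these 3 lists had 0 calls in edgeR, while DESeq2 called 4 matrix genes and 1 lysosome gene higher and 1 glycolysis gene lower.

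**Figure D2:**
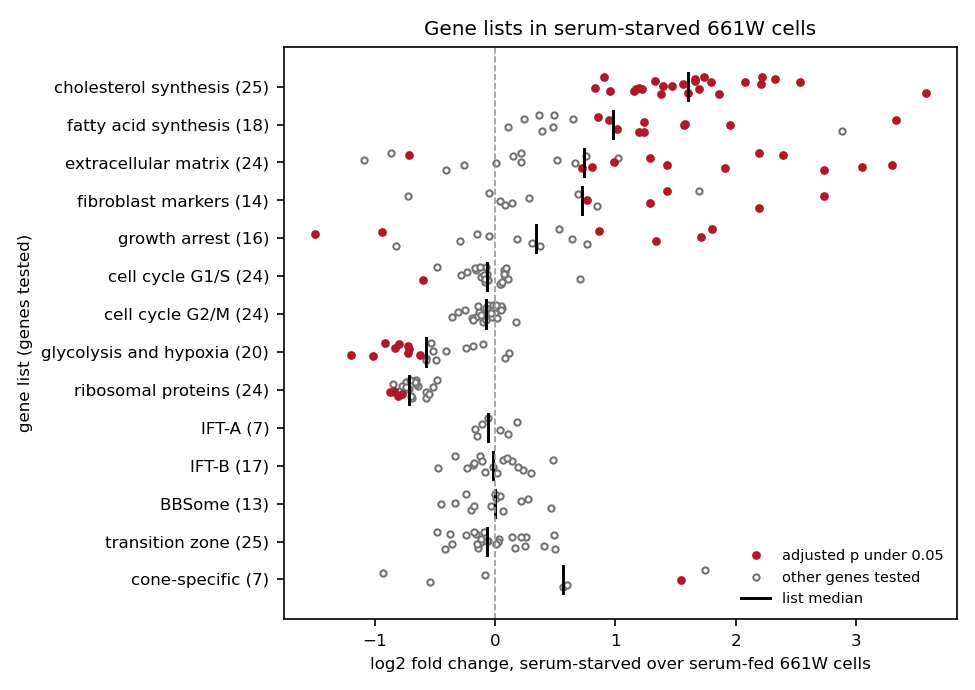
Log2 fold change of the tested genes of 14 gene lists, serum-starved over serum-fed 661W cells, with the number tested beside each name, filled points at an adjusted p under 0.05 in edgeR over all genes tested and a bar at the list median. The medians run from −0.71 for the ribosomal proteins to 1.60 for cholesterol synthesis.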

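Some markers of Müller glia, the supporting cells of the retina, rose without serum. Of 13 tested, 4 rose and 1 fell over all genes tested in edgeR (7 and 2 when adjusted over the list alone), with a median log2 fold change of 1.09 and an adjusted p = 0.522 with an estimated correlation in camera. Slc1a3, the glutamate transporter of glia, rose from 14.5 ± 7.72 CPM to 135 ± 97.6 CPM (SD, n = 3; log2 fold change 2.81, standard error 0.34, adjusted p = 0.00732 from edgeR), Dkk3, a secreted glycoprotein, from 94.1 ± 45.9 CPM to 210.1 ± 35 CPM (log2 fold change 1.19, adjusted p = 0.0157 from edgeR) and Clu, the clusterin gene, named after its values were seen, from 9.03 to 22.5 CPM (log2 fold change 1.41, adjusted p = 0.0441 from edgeR). The 4th was the lipoprotein gene Apoe. Sox9, a transcription factor of glia and cartilage, fell from 16.8 ± 6.01 CPM to 8.87 ± 3.57 CPM (log2 fold change −1.01, adjusted p = 0.0313 from edgeR). Without replicate 3 the calls were 2 higher and 0 lower, and without the passage in the model 0 in edgeR and 2, both higher, in DESeq2. Some fibroblast markers and some genes of the extracellular matrix rose in the same cultures, and Apoe is also in the list of LXR targets. These calls therefore do not single out glia.

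Of 7 tested markers of bipolar, amacrine and horizontal cells, 0 passed over all genes tested in edgeR and 0 when adjusted over the list alone, with 1 higher at an unadjusted p under 0.05. DESeq2 with the passage called 1, higher, and limma-voom 0. Lhx1, a transcription factor of horizontal cells, had a log2 fold change of 1.94 (adjusted p = 0.159 from edgeR) and Prkca, a marker of rod bipolar cells, −0.24 (adjusted p = 0.318 from edgeR). Of 8 tested markers of the retinal pigment epithelium, 0 passed over all genes tested in edgeR, and 1 was higher and 2 were lower when adjusted over the list alone, with 2 and 2 at an unadjusted p under 0.05. DESeq2 with the passage called 1 higher and 2 lower, and limma-voom 1 lower. Ezr, the ezrin gene of microvilli, had a log2 fold change of −0.51 (adjusted p = 0.0542 from edgeR) and Tyrp1, a pigment enzyme, 2.98 (adjusted p = 0.0936 from edgeR). In the DAVID results of the paper's Table S4, the cluster with the highest enrichment score, 20.3 as the paper reports it, holds lipid and steroid synthesis terms, and the paper lists 28 genes for lipid synthesis.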

Immunostaining and confocal microscopy of these cells shows that on average, 30.2% of serum starved cells grow a primary cilium (st. error 2.49, *n* = 5 independent replicates), with a mean cilium length of 3.01 μm (st. error 0.45, *n* = 5 independent replicates). The cells localize many cilium proteins to the axoneme (polyglutamylated tubulin, Ift88), ciliary transition zone (Rpgrip1l), cilium membrane (Arl13b) and basal body (gamma tubulin; Figure 4A–D). The cells can grow primary cilia up to almost 15 μm in length (Figure 4B). The ability to form long cilia is consistent with the long axonemes of cones seen *in vivo*. Whilst the axoneme of rod photoreceptors only extends along a portion of the outer segment, it extends along the entirety of the cone outer segment in *Xenopus laevis* toads *in vivo* (Eckmiller, 1996). The axoneme of most primary cilia tend to be extensively post-translationally modified, but in 661W cells only a small portion of the proximal axoneme is polyglutamylated (Figure 4A–D), consistent with a similar observation in cones in mice, which show extensive glutamylation and glycation in the connecting cilium region of the photoreceptor, but none along the axoneme of the outer segment of the cones (Bosch Grau et al., 2017). This level of post-translational modification is tightly regulated in mouse cones, and disruption of glycylation leading to hyperglutamylation leads to retinal degeneration (Bosch Grau et al., 2017). SEM shows these cilia grow in characteristic ciliary pits in the cell membrane (Figure 4E).

**FIGURE 4:**
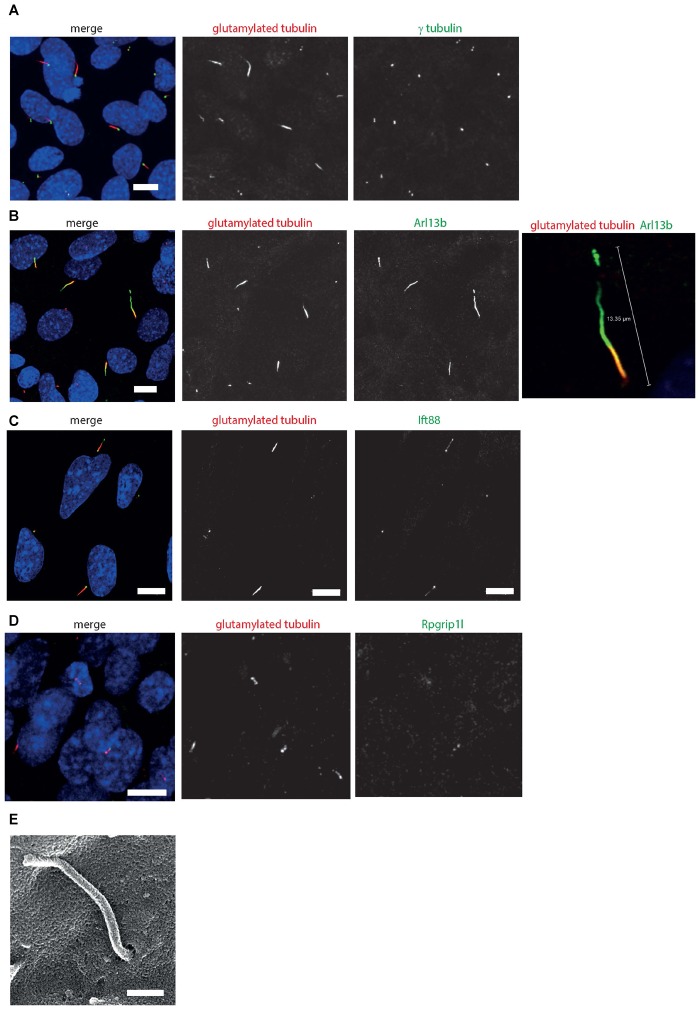
661W cells grow long primary cilia. **(A)** 661W stained with proximal axonemal marker polyglutamylated tubulin (red), basal body marker γ tubulin (green) show that many cells grow primary cilia. Cells counterstained with DAPI (blue). Scale bar 10 μm. **(B)** Staining with cilium membrane marker Arl13b (green) shows that these cells grow cilia up to approx. 15 μm long, with only the proximal portion of the axoneme polyglutamylated. Scale bar 10 μm **(C)** Staining with Ift88 antibody (green) shows that this IFT protein localizes along the cilium, with more concentrated localisation at the base and tip of the cilium. Scale bar 10 μm. **(D)** Staining with Rpgrip1l antibody (green) shows that this transition protein colocalises with polyglutamylated tubulin, with more concentrated localisation at the base of this region of polyglutamylated tubulin. Scale bar 10 μm. **(E)** Scanning electron microscope image of 661 W cell, showing cilium in ciliary pit. Scale bar = 500 nm.

To further resolve the ultrastructure of this cilium, we used confocal microscopy with deconvolution to analyze the relative localisation of a centrosomal and basal body marker (gamma tubulin), distal centriolar appendage marker (Cep164), axonemal marker (Arl13b) and transition zone marker (Rpgrip1l) along the cilium (Figure 5A–C). This revealed an Arl13b cilium membrane extending from a ring of Cep164, lying distal to a ring of gamma tubulin of the mother centriole-derived basal body. A second gamma tubulin ring, of the daughter centriole, lies at approximately right-angles to this basal body. Rpgrip1l, a transition zone marker, extends from within the ring of Cep164 beyond this ring, presumably along the axoneme of the cilium. This differs from descriptions of Rpgrip1l localisation within the transition zone in primary cilia, where it is normally seen to reside in a tight ring narrower in diameter to Cep164, but more distal to Cep164 (Yang et al., 2015). However, it is known that transition zone assembly is highly cell-type specific, and Rpgrip1l plays a key role in this process (Wiegering et al., 2018). Extension of Rpgrip1l further beyond the distal appendages in this cell line is reminiscent of RPGR1P1L localisation in photoreceptors *in vivo*, where it is localized along the connecting cilium (Dharmat et al., 2018).

**FIGURE 5:**
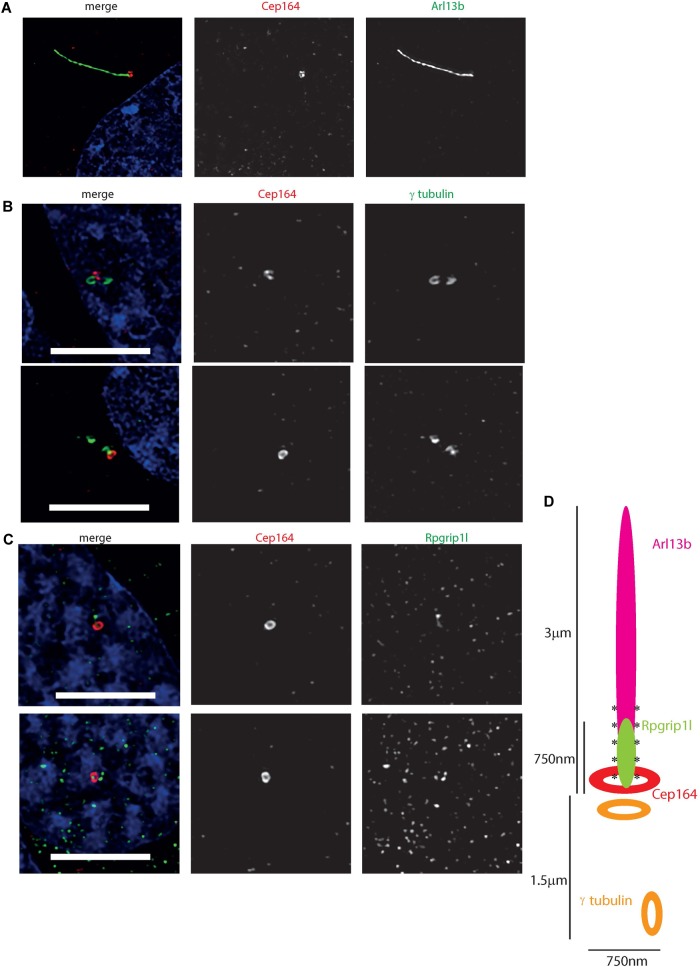
Ultrastructure of the 661 W cilium. **(A)** Hyvolution imaging of distal centriolar appendage marker Cep164 (red), which localizes specifically to the mature mother centriole of the basal body, and cilium membrane protein Arl13b (green). **(B)** Hyvolution imaging of distal centriolar appendage marker Cep164 (red), which localizes specifically to the mature mother centriole of the basal body, and γ tubulin (green) which labels both mother and daughter centrioles. Scale bar = 5 μm. **(C)** Hyvolution imaging of distal centriolar appendage marker Cep164 (red), and transition zone protein Rpgrip1l (green). Scale bar = 5 μm. **(D)** Schematic representation of protein localisation in 661W cilia, with scale bars, labeled. Asterisks symbolize region of polyglutamylation of the axoneme.

Non-coding RNA data from RNA sequencing of this cell line identifies a number of novel RNAs not previously linked to photoreceptor fate (Supplementary Table 5). Most noteworthy is mmu-mir-6236, which was expressed at very high levels in starved and unstarved cells. This miRNA has not been previously linked to photoreceptor fate or function. These cells were also found to express miR-17-hg, which has been previously linked to neuronal differentiation (Bian et al., 2013; Mao et al., 2016), and may contribute to neuronal photoreceptor differentiation in these cells. 

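The gene mmu-mir-6236 was present in all 6 libraries and was higher in serum-starved cells of each passage. It was at 37.6 ± 15.4 CPM (SD, n = 3) in serum-fed and 55.2 ± 27.6 CPM (SD, n = 3) in serum-starved cells, from 22089 counts over the 6 libraries, and ranked 5384 by mean CPM among all genes. The paper's TPKM is scaled by length and CPM is not, so for this short gene the rank cannot be set against the paper's level. The level ranged from 26.7 CPM in serum-fed cells of passage 24 to 86.5 CPM in starved cells of passage 27. The difference between conditions (log2 fold change 0.46, standard error 0.13, adjusted p = 0.0827 from edgeR) did not pass the test, and did in DESeq2 with the passage (adjusted p = 0.0278). The annotated gene, a short hairpin, lies on chromosome 9 from 110281287 to 110281409 of GRCm38, and the reads come from polyA-selected RNA, so the counts do not measure a mature microRNA.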

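Mir17hg, the host gene of the miR-17 to miR-92 cluster, was expressed in all 6 libraries at a lower level, 4.81 ± 1.87 CPM (SD, n = 3) in serum-fed and 3.84 ± 1.57 CPM (SD, n = 3) in serum-starved cells, from 2015 counts over the 6 libraries. It lies on chromosome 14 from 115042879 to 115046727 of GRCm38, where it spans Mir17, Mir18, Mir19a, Mir20a, Mir19b-1 and Mir92-1 on the same strand. The difference between conditions did not pass the test (log2 fold change −0.40, standard error 0.37, adjusted p = 0.553 from edgeR). Starved cells were lower in passages 24 and 26 and higher in passage 27. Reads of the host gene and of the hairpins inside it overlap, so the value is that of the precursor transcript and not of any mature microRNA.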

Interestingly, expression of this microRNA has been shown to promote cyst growth in polycystic kidney disease, a common ciliopathy (Patel et al., 2013). It could be hypothesized that this miRNA plays a role in ciliogenesis in both the kidney and the photoreceptor.

Finally, in order to evaluate the utility of 661 W cells for high-throughput screening, we performed siRNA knockdown of cilia protein Ift88 in 661 W cells in 96 well optical-bottom culture plates, and assayed cell number and cilia number by high-content imaging, using Arl13b and polygutamylated tubulin as cilia markers (Figure 6A). Nuclei were identified using DAPI, and cilia were detected using a modified “find spots” Perkin Elmer image analysis algorithm. This showed that knockdown of positive control Plk1 induced a statistically significant reduction in cell number (Figure 6B), and Ift88 knockdown induced a statistically significant reduction in the number of cells with a single cilium (Figure 6B,C). Western blotting confirmed knockdown of Ift88 (Figure 6D). The automated image analysis showed good agreement with our manual measurements of cilia number; around 22% of cells using manual counting.

**FIGURE 6:**
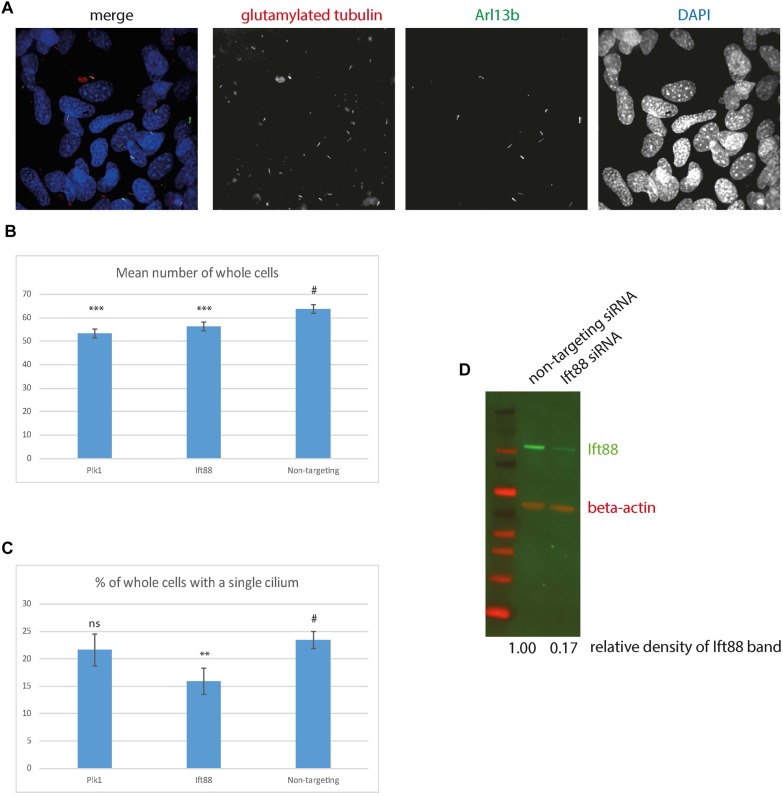
High content imaging of 661 W cells. **(A)** Example images from the Perkin Elmer Opera, showing 661W cells stained with glutamylated tubulin (red), Arl13b (green) and DAPI (blue). **(B)** Mean number of whole cells per field of view is statistically significantly reduced after 72 h Plk1 and Ift88 siRNA knockdown compared to cells treated with non-targeting control, ^∗∗∗^*p* < 0.0001. **(C)** % of cells with a single cilium per field of view is statistically significantly reduced after 72 h Ift88 siRNA knockdown compared to cells treated with non-targeting control, ^∗∗^*p* < 0.001, ^#^ is control experiment to which the statistical significance of the knockdowns are compared. **(D)** western blotting confirms reduction in Ift88 protein level (green) after 72 h Ift88 siRNA knockdown, compared to non-targeting control. Red shows beta actin loading control.

## Discussion

Our comprehensive deep sequencing of total mRNA and selected non-coding RNAs in the 661 W cell line confirms its cone photoreceptor origin, and ability to grow a photoreceptor-like cilium in culture after serum starvation (Figure 2–4 and Supplementary Table 1). A recent paper described the 661 W cell line as a retinal ganglion-like cell line, owing to its expression of markers specific to retinal ganglion cells, such as Rbpms, Pouf2, Pouf3, Thy1, and γ-synuclein (Sayyad et al., 2017). 

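Of 20 marker genes of retinal ganglion cells, 11 were expressed in 661W cells. Thy1, a surface glycoprotein of neurons that fibroblasts also carry, lies on chromosome 9 from 44043384 to 44048579 of GRCm38 and was at 12.7 ± 9.02 CPM (SD, n = 3) in serum-fed and 37.3 ± 13.7 CPM (SD, n = 3) in serum-starved cells (log2 fold change 1.69, standard error 0.46, adjusted p = 0.0773 from edgeR). It was higher in starved cells of each passage, by log2 differences of 2.30, 2.57 and 0.12, and passed without replicate 3 (adjusted p = 0.00807 from edgeR). Rbpms, an RNA-binding protein used to mark ganglion cells, lies on chromosome 8 from 33782643 to 33929863 and was at 1.11 ± 0.737 CPM and 1.31 ± 0.622 CPM. Sncg, which encodes gamma-synuclein, lies on chromosome 14 from 34370274 to 34374789 and was at 0.309 ± 0.198 CPM and 0.154 ± 0.068 CPM, from 105 counts over the 6 libraries. Of the POU domain transcription factors of ganglion cells, Pou4f2, on chromosome 8 from 78433010 to 78436645, had a count of 0 in each of the 6 libraries, and Pou4f3, on chromosome 18 from 42394539 to 42397249, had 3 counts over the 6.

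Of the 12 marker genes tested, 1 fell and 0 rose over all genes tested in edgeR (2 and 2 when adjusted over the list alone). It was Gap43, a protein of growing axons, which went from 17.3 ± 6.38 CPM to 5.82 ± 4.43 CPM (log2 fold change −1.80, adjusted p = 0.0244 from edgeR), and it did not pass without replicate 3 (adjusted p = 0.0914 from edgeR) or without the passage in the model (0 calls in the list in edgeR and in DESeq2). Ebf3, a transcription factor gene, had a log2 fold change of 0.71 (adjusted p = 0.0881 from edgeR) and Rbpms2, the paralog of Rbpms, −0.46 (adjusted p = 0.112 from edgeR).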

Our whole transcriptome RNA sequence data confirms that this cell line expresses Rbpms, Thy1, and Sncg at low levels, but does not express Pouf2 or Pouf3 (Supplementary Table 1). This suggests that this cell line does indeed have some features of retinal ganglion cells, but also expresses markers of cone photoreceptor fate. Our data supports the conclusion of Sayyad et al. (2017), that this cell line shows properties of both retinal ganglion and photoreceptor cells, and is a useful *in vitro* photoreceptor model.

Immunofluorescence confocal microscopy and deconvolution of images of these cells reveals a cilium similar in structure to cone photoreceptor cilia *in vivo*. After serum starvation in culture, around a third of cells extend a cilium of around three microns in length which is only post-translationally modified at the proximal end, and localizes Rpgrip1l along this proximal region (Figure 4, 5). 

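No gene of the IFT-A, IFT-B, BBSome and transition zone lists passed the test after 72 h of starvation, with 3 replicates. In simulated data edgeR missed most changes of log2 0.5 at an adjusted p under 0.01. That level is stricter than the 0.05 used for lists, so the simulation does not give the power of the list test. Of 7 IFT-A genes, whose products carry cargo back from the ciliary tip, 0 passed over all genes tested in edgeR, 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05, and the median log2 fold change was −0.06. Tulp3, which brings receptors into the cilium, was at −0.16 and Wdr19, a subunit of the complex, at 0.18. Of 17 IFT-B genes, 0 passed over all genes tested and 0 when adjusted over the list alone, with 2 higher and 1 lower at an unadjusted p under 0.05 and a median of −0.02. Among them Ttc30b had a log2 fold change of 0.48 (adjusted p = 0.17 from edgeR), Ift20, which carries proteins from the Golgi, 0.30 (adjusted p = 0.185 from edgeR) and Hspb11 −0.48 (adjusted p = 0.148 from edgeR). Of 13 genes of the BBSome and its chaperones, 0 passed over all genes tested and 0 when adjusted over the list alone, with 0 higher and 1 lower at an unadjusted p under 0.05 and a median of 0.00, and Bbs9 was at 0.47. DESeq2 and limma-voom called 0 in these 3 lists.

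Of 25 transition zone genes, 0 passed over all genes tested in edgeR and 0 when adjusted over the list alone, with 3 higher and 1 lower at an unadjusted p under 0.05. DESeq2 with the passage called 1, higher, and limma-voom 0. Cc2d2a had a log2 fold change of 0.50 (adjusted p = 0.0862 from edgeR), Tctn2 0.49 and Rpgr, the gene of X-linked retinitis pigmentosa, −0.48. Of 15 tested genes of motile cilia, 0 passed over all genes tested in edgeR and 0 when adjusted over the list alone, with 2 higher at an unadjusted p under 0.05, 1 higher in DESeq2 with the passage and 0 in limma-voom. The 2 were Foxj1, which went from 0.972 ± 0.512 CPM to 2.01 ± 0.293 CPM (SD, n = 3), and Ccno, a cyclin of multiciliated cells (log2 fold change 1.08). Of 13 tested genes of the Hedgehog pathway, which signals through cilia, 2 rose and 1 fell over all genes tested (3 and 1 when adjusted over the list alone). Besides Gli2 and the co-receptor gene Gas1, this was Hhip, which binds the ligand, from 11.6 ± 5.73 CPM to 4.21 ± 3.53 CPM (log2 fold change −1.69, adjusted p = 0.019 from edgeR). Cdon, another co-receptor, had a log2 fold change of 0.81. Gli1 and Ptch1, of the same pathway, had log2 fold changes of 0.15 and −0.02 (adjusted p = 0.826 and 0.977 from edgeR). Gli2 did not pass without replicate 2 or replicate 3 (adjusted p = 0.142 and 0.155 from edgeR), Hhip did not without replicate 3 (0.0738), and the Hedgehog list had 0 calls without the passage in the model, in edgeR and in DESeq2.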

The cell line expresses many *bona fide* cilia genes, including many mutated in retinal ciliopathies, and expression of many of these increases upon serum starvation of the cells (Figure 3 and Supplementary Table 3). Knockdown of key cilia gene Ift88 results in robust reduction in percentage of whole cells with a single cilium, which can be readily assayed by high-content imaging (Figure 6).

Our demonstration of high-content imaging of 661 W cells illustrates the potential utility of this cell line for high-throughput screening. A recent high-throughput small molecule screen in hTERT-RPE1 cells successfully identified eupatilin as a small molecule which rescued transition zone defects in CEP290 knockout RPE1 cells (Kim et al., 2018). A similar approach using 661 W cells could be an even more clinically relevant method for identifying small molecules which could be used for treating retinal ciliopathies. Similarly, the cell line could be useful for reverse genetics functional genomics screening to identify novel retinal cilia genes and retinal ciliopathy candidate genes, similar to previous screens (Wheway et al., 2015). These methods are of enormous importance in a field where effective treatments are so limited.

The 661 W cell line can be particularly useful for studying ciliopathy disease genes which are not expressed in hTERT-RPE1 cells, or are only expressed at a low level in this cell line (Figure 3A).

In summary, we provide evidence that 661 W cells are a useful *in vitro* model for studying retinal ciliopathies.

## Author Contributions

GW conceived the study, performed the experiments, carried out the data analysis, imaging, image analysis, bioinformatics analysis, and wrote the paper. LN performed the experiments, carried out the data analysis, imaging, and image analysis. DT contributed to bioinformatics analysis. SC provided support in high-throughput imaging and image analysis.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 https://sph.uth.edu/retnet/sum-dis.htm

## Supplementary Material

TABLE S1 Transcript abundance estimates in transcripts per kilobase of exon per million reads mapped (TPKM) for all genes in all repeats of starved and unstarved 661W cells (tab 1) and hTERT-RPE1 cells (tab 2).

TABLE S2 Transcript abundance estimates in transcripts per kilobase of exon per million reads mapped (TPKM) for 47 cone photoreceptor genes in all repeats of starved and unstarved 661W cells and hTERT-RPE1 cells.

TABLE S3 Transcript abundance estimates in transcripts per kilobase of exon per million reads mapped (TPKM) for 277 Syscilia Gold Standard (SCGS) genes in all repeats of starved and unstarved 661W cells and hTERT-RPE1 cells.

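The first genes of this table include several outside lipid synthesis, which the counts also gave as changed. Msc, a transcription factor of muscle precursors and lymphocytes, rose from 1.66 ± 0.0907 CPM (SD, n = 3) in serum-fed to 11.5 ± 2.09 CPM (SD, n = 3) in serum-starved cells (log2 fold change 2.72, adjusted p = 0.0031 from edgeR). Cbr2, a carbonyl reductase, rose from 3.31 ± 1.06 CPM to 19.1 ± 1.12 CPM (log2 fold change 2.52, adjusted p = 0.00325 from edgeR), and Apod, a lipocalin, from 1.08 ± 0.00759 CPM to 6.55 ± 2.11 CPM (log2 fold change 2.49, adjusted p = 0.00574 from edgeR). Pkp1, a desmosome protein, fell from 14 ± 1.38 CPM to 5.34 ± 0.248 CPM (log2 fold change −1.45, adjusted p = 0.00949 from edgeR). The table gives the authors' DESeq2 results by Ensembl gene, and in their deposited comparison the log2 fold change is that of serum-fed over serum-starved cells, so a gene that rose has a negative value there. Of the genes that the authors' deposited comparison holds at an adjusted p under 0.01, 168 were tested here in edgeR and 61 passed the same level, all 61 in the same direction. These genes were chosen because they head the table, whose values had been seen.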

TABLE S4 Results of differential gene expression analysis of starved and unstarved 661W cells (tab 1) and DAVID functional annotation cluster analysis of differentially expressed genes (tab 2).

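Of the 29 non-coding RNAs of this table, 6 were expressed in 661W cells and 8 had no count in any library. The limit of 0.25 CPM is not scaled by length, so for short RNAs it is stricter than the paper's 0.1 TPKM. Mir22hg, the host gene of miR-22, was at 13.2 ± 5.12 CPM (SD, n = 3) in serum-fed and 13.4 ± 2.01 CPM (SD, n = 3) in serum-starved cells (named after its values were seen). Of the 12 that could be tested, 0 passed over all genes tested in edgeR and 0 when adjusted over the list alone, with 1 higher and 1 lower at an unadjusted p under 0.05. The lower gene, Mir1949, had a log2 fold change of −0.97 (adjusted p = 0.183 from edgeR), also named after its values were seen.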

TABLE S5 Transcript abundance estimates in transcripts per kilobase of exon per million reads mapped (TPKM) for non-coding RNAs in all repeats of starved and unstarved 661W cells.

How the deposited data were processed for this re-analysis (not part of the article)

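The deposited files used here are a table of read counts per gene for 6 libraries of 661W cells and the authors' DESeq2 comparison of serum-fed with serum-starved cells. The authors aligned reads to GRCm38/mm10 with STAR, counted them per gene with HTSeq in union mode for reverse-stranded reads and deposited the counts without normalization. The authors' deposited comparison holds log2 fold changes and their standard errors from DESeq2, with serum-fed over serum-starved as its sign. It also holds the authors' deposited p-values from the Wald test, adjusted by the Benjamini-Hochberg method, the Wald statistic as a score computed by DESeq2, and the base mean, a signal that DESeq2 averages over normalized counts of the libraries. Versions of STAR, HTSeq and DESeq2 are not given in the sources used here. Libraries of hTERT-RPE1 cells were not analysed here.

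The count table holds 38803 genes. In 27 of them the gene name had been turned into a date, and these were left out (0.223% to 0.301% of the counts of a library), which leaves 38776, with 24541 that have a count in any library and 37316 that match a name in GENCODE M21. The 6 libraries come from passages 24, 26 and 27, each serum-fed and serum-starved, with the pairs taken from the sample labels. After the mean of each condition was removed, log2 CPM correlated within passages at 0.675, 0.273 and 0.605, above the highest value with another passage in each case (−0.147, 0.251 and 0.251). TMM factors lay between 0.941 and 1.04. Mitochondrial genes took 1.49% to 2.04% of the counts.

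Counts were tested with edgeR's quasi-likelihood F-test after filterByExpr, with the passage as a block (16168 genes, biological coefficient of variation 0.200, prior degrees of freedom 5.53). All genes are called at an adjusted p under 0.01, the level the paper states, and gene lists at an adjusted p under 0.05, over all genes tested and again adjusted over the list alone. The paper's own level for cilia genes, an unadjusted p under 0.05, is given beside these. For a sum over a list, camera was run with its preset correlation of 0.01 and with an estimated correlation, and fry beside it. With an estimated correlation none of the 35 lists passed in these 6 libraries, so a list that did not pass it is not thereby shown unchanged. The alternatives were edgeR without the passage, DESeq2 with and without it, limma-voom, RLE size factors, library totals, no filter, a stricter filter of 10 counts in every library, and leaving out each replicate. A gene whose sign changes between settings counts as reversed only where it passes in either. The 35 gene lists and the alternatives were fixed before the data were examined, except that the lists of cholesterol and fatty acid genes were written after the first genes of the paper's Table S4 had been seen. Lists share members: Apoe is in the LXR and Müller glia lists, Col1a1, Col1a2, Col3a1 and Dcn in the matrix and fibroblast lists, Gap43 in the ganglion and Schwann lists, Guca1a in the cone and photoreceptor lists, Cdkn1a in the growth-arrest and p53 lists, Gas1 in the growth-arrest and Hedgehog lists, and Bnip3 in the lysosome and glycolysis lists. Lists of muscle, cardiac, smooth muscle and myoblast genes and of other translation messengers were written later.

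Genes are named by rule: genes the paper's text names, the 10 largest changes per direction that go the same way in every passage, up to 4 members of each list with the smallest p, the first 10 genes of Table S4, and the 5 genes with most counts (199 in all). Others are said to be named after their values were seen. Some genes that the rule names are not reported here. The tools were tested on simulated data at an adjusted p under 0.01. In 15962 genes, edgeR recovered 2, 33, 47 and 50 of 50 genes changed by log2 0.5, 1, 2 and 3 (4%, 66%, 94% and 100%). It made 10 false calls among unchanged genes, a larger share of its calls than the level of 0.01 allows. Versions used were R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1, Python 3.11.15, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.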

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

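Of the tests below, those of the muscle genes were chosen after seeing the result, while the bounds of those of the ribosomal protein genes were written before their values.

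Genes of skeletal muscle differentiation were higher in serum-starved 661W cells, 26 of 38 tested at an adjusted p under 0.05 in edgeR and 36 when adjusted over the list alone, in a list written after the data were seen (p = 0.0865 with an estimated correlation in camera, not adjusted). Myh3, an embryonic myosin, went from 14.5 ± 14.3 CPM to 104 ± 106 CPM (log2 fold change 2.72, adjusted p = 0.00087 from edgeR) and Myog, the myogenin gene, from 14.8 ± 15 CPM to 69.8 ± 71.4 CPM (log2 fold change 2.07, adjusted p = 0.0031 from edgeR), while Myod1, which commits cells to muscle, was at 31.9 CPM in serum-fed cells with a log2 fold change of −0.37 (adjusted p = 0.711). The lowest of the 3 passage medians was 1.09. Since the genes were listed after the values of these same passages were seen, this cannot decide on a rise in 1 passage alone. A larger share of myogenic cells in the starved cultures stays a possible explanation: the differentiation genes had a median 1.496 above that of the myoblast markers (SD 0.468, n = 3), which speaks against it, but Myod1, at 31.9 CPM against a median of 2.85 CPM for the muscle genes, is too abundant to show a small share. Without the passage in the model 0 of the 38 passed in edgeR and in DESeq2, and without replicates 2 and 3 it was 17 and 15, so the number of genes rests on the model and the replicates.

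Ribosomal protein genes were lower, 24 of 24 when adjusted over the list alone and 4 of 24 over all genes tested in edgeR, with a median log2 fold change of −0.71 and an adjusted p = 0.782 with an estimated correlation in camera; Rpl3 went from 730.4 ± 60.6 CPM to 444 ± 121 CPM (log2 fold change −0.80, adjusted p = 0.0405 from edgeR), and reads of this family are uncertain because of its pseudogenes. Gene length bias is argued against by 747 other genes of like length and level, with a median of −0.10 (SD 0.0508 over passages, bound −0.2). That spread rule was chosen after the value was seen, as the last of 3 tried, and an earlier one, the difference of −0.61 with an SD of 0.345 (n = 3), could not tell. A wider set of translation messengers was lower too, with a median of −0.43 and 16 of 16 negative, in a list written after related genes had been seen lower, and 0 of these passed over all genes tested (14 when adjusted over the list alone; p = 0.225 with an estimated correlation in camera, not adjusted). Without replicate 2 or replicate 3 the 4 calls became 0, while the list's medians in the 3 passages were −0.27, −1.03 and −0.84 and 0 of 24 genes had a positive log2 fold change, and the cause of the fall stays open.

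The paper states that DESeq2 was run controlling for batch effects and does not say what the batches were. The deposited comparison comes closest to a DESeq2 fit without the passage: over 12475 genes with a base mean over 50 its log2 fold changes differ by a median of 3.74e-05 from that fit with shrunken fold changes, and by 0.0150 from the fit with the passage. The fit without the passage holds 188 genes at an adjusted p under 0.01, of which 168 are the authors', and the fit with it 1166, of which 161 are. These values argue against a fit with the passage, as does the median ratio of standard errors, 1.36 with the passage and 1.00 without it. The versions and other options the authors used stay open.

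The cholesterol synthesis genes (25 of 25 higher) and the glycolysis and hypoxia genes (9 of 20 lower) were not weighed against other explanations. There are 10 ways to split the 6 libraries with 3 per group, the real split included, too few for a share under 0.05. In the fit with the passage, each other split leaves the starvation difference in the error. Few gene calls there were therefore likely beforehand, and they do not support the real split. In the fit with the passage, the real split gave most genes past the test over all genes (1 of 10 splits as large, highest other 0) and most cilia genes of Table S3 (5, 1 of 10, highest other 0; in the fit without the passage another split gave 21 and the real split 0), while for the cone genes of Table S2 10 of 10 splits gave 0, highest other 0. For lists past camera with the preset correlation, 6 of 10 splits gave at least 11, with the highest other, 12, from a split that parts all 3 pairs, as 4 of the 10 do.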

How the results depend on the processing

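The 2 added settings, DESeq2 with shrunken fold changes, and the tests of camera with an estimated correlation were chosen after seeing the result. Over all genes, the 118 higher and 19 lower genes became 0 with no replicate block in edgeR, 1170 in DESeq2 with the passage, 828 with no filter, 820 at an adjusted p under 0.05, 1166 in DESeq2 with shrunken fold changes and the passage, and 35 to 215 with 1 replicate left out (157, 215 and 35 without replicates 1, 2 and 3). RLE size factors (132), library totals (152), limma-voom (162) and at least 10 counts in every library (107) moved it less and shared 132, 136, 134 and 105 of these genes. DESeq2 without the passage gave 180 and shared 68. Among the cone genes of Table S2, 0 became 1 with no filter and 7 at an unadjusted p under 0.05. Among the cilia genes of Table S3, 5 became 0 with no replicate block in edgeR, 15 in DESeq2 with the passage, 2 in DESeq2 without it, 12 with no filter, 3 with at least 10 counts in every library, 0 at an adjusted p under 0.01, 36 at an unadjusted p under 0.05, and 6, 1 and 1 without replicates 1, 2 and 3. Of 35 lists, 11 passed camera with the preset correlation, 7 in DESeq2 without the passage and 0 with an estimated correlation. Of 194 named genes tested, 80 passed at an adjusted p under 0.05: with no replicate block in edgeR 75 of these were weaker, in DESeq2 without the passage 48 and without replicate 3 30, and no called gene was reversed in sign.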

Differences from the paper's values

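Of the tests here, the 2 DESeq2 fits with shrunken fold changes and the tallies of the paper's TPKM values were chosen after seeing the result.

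For Lca5 the paper's Table S3 gives TPKM values with a log2 ratio of 1.61, starved over serum-fed (p = 0.161 from the paper's t-test). The counts give 0.0710 (adjusted p = 0.82 from edgeR), and none of the settings named in the methods brings it to the paper's value (−0.01 to 0.20). Other genes of that table differ more, among them Dynlt1b (−3.41 in TPKM and 0.19 in the counts), Ift46 (−2.06 and 0.06) and Syne2 (−1.48 and 0.48). None of them is at p under 0.05 in the paper's test. Over the 212 genes compared, the 2 measures had a Spearman correlation of 0.80. For Cbr2 the paper's Table S4 gives 2.22, turned to starved over serum-fed, against 2.52 here, and the difference lies within the larger standard error with no replicate block (2.48), in DESeq2 without the passage (2.48), without replicate 1 (2.40) and without replicate 3 (2.44). For Apod the paper gives 2.22 against 2.49 here, and of the other settings only leaving out replicate 3 (2.26) comes clearly closer. With no replicate block (2.53), DESeq2 with the passage (2.49), RLE size factors (2.49) and without replicate 2 (2.52) the value is about that given here, and it is within 1 standard error of the paper's because the error is larger or the difference just under it. The added DESeq2 fit with shrunken fold changes and without the passage gives the deposited values to a median of 3.74e-05. The values of Cbr2 and Apod given here come from fits without that shrinkage. They are thus set beside an unlike measure, and the settings above do not explain the differences.

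Of the 20 expressed cone genes of Table S2, 11 had a positive log2 fold change and 0 passed the test, where the paper's text has most of the markers in its Fig. 2C increase. In the paper's own TPKM values for that table 10 of 21 expressed genes are higher. The paper's text describes the Fig. 2C markers as generally not expressed in hTERT-RPE1 cells, and that set was not counted apart here. The paper states that the short wave opsin gene is not expressed, and here Opn1sw had a mean of 0.315 CPM in serum-fed and 0.478 CPM in serum-starved cells, over 0.25 CPM on average and under it in some libraries (lowest 0.167). The paper's limit is 0.1 TPKM, another unit, so the 2 statements use different thresholds. Bbs4 is higher in the paper's TPKM values and had a log2 fold change of −0.20 here (adjusted p = 0.516 from edgeR).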

Other observations

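The tests on the cardiac, smooth muscle and myoblast lists and the ratios of TPKM to RPKM were chosen after seeing the result.

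Genes of fibroblasts were on in 661W cells and several rose without serum. Of 14 tested, 5 rose and 0 fell over all genes tested in edgeR (6 and 0 when adjusted over the list alone), with a median log2 fold change of 0.73 and an adjusted p = 0.522 with an estimated correlation in camera. Col3a1, a fibrillar collagen, rose from 91.8 ± 89.9 CPM to 581 ± 396 CPM (log2 fold change 2.73, adjusted p = 0.0123 from edgeR), Col1a1 from 19.2 to 51.7 CPM and Pdgfrb, a growth factor receptor of mesenchyme, from 46.5 to 80.3 CPM. With no replicate block 0 passed in edgeR and 2, both higher, in DESeq2. Of 11 Schwann and neural crest genes, 1 fell and 0 rose over all genes tested (2 and 3 when adjusted over the list alone), and Erbb3, the neuregulin receptor of Schwann cells, had a log2 fold change of 1.18 (adjusted p = 0.0585 from edgeR).

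Of 6 microglia genes, 1 fell over all genes tested in edgeR (3 lower and 2 higher when adjusted over the list alone), the fractalkine receptor gene Cx3cr1, from 1 to 0.247 CPM (log2 fold change −2.37, adjusted p = 0.0313 from edgeR), and none without replicates 2 or 3. Of 22 interferon genes, 1 rose over all genes tested and 1 when adjusted over the list alone, the GTPase gene Gbp2 (log2 fold change 0.81, adjusted p = 0.0331 from edgeR), and 0 without replicate 3. Of 7 endothelial genes, 0 passed over all genes tested (1 higher and 1 lower when adjusted over the list alone, the same at an unadjusted p under 0.05; DESeq2 and limma-voom 1 lower each), with Kdr, a VEGF receptor, at −1.07. Of 20 genes of the integrated stress response, 0 passed over all genes tested and 0 when adjusted over the list alone (2 higher and 5 lower at an unadjusted p under 0.05; DESeq2 1 and 1, limma-voom 0), with Asns, which makes asparagine, at −0.88. Of myoblast genes (11 tested), cardiac genes (4) and smooth muscle genes (10), 0 passed over all genes tested, and 0, 2 and 0 when adjusted over the list alone.

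In the paper's Table S3, TPKM values were a median of 1.498 times the RPKM computed here from the counts over 222 genes. For 3 genes the ratio was above 10: Bbs4 (TPKM 416 and RPKM 2.61), Ift46 (ratio 13.9) and Rab11a (ratio 13.5). The scores that the paper's text gives for DAVID clusters differ from those of its Table S4, where neuron differentiation has 0.204 and sensory perception 0.677.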
